# Combination radiation and αPD-L1 enhance tumor control by stimulating CD8+ PD-1+ TCF-1+ T cells in the tumor-draining lymph node

**DOI:** 10.1038/s41467-025-58510-1

**Published:** 2025-04-14

**Authors:** Yang Shen, Erin Connolly, Meili Aiello, Chengjing Zhou, Prasanthi Chappa, Haorui Song, Patan Tippitak, Tarralyn Clark, Maria Cardenas, Nataliya Prokhnevska, Annapaola Mariniello, Isabelle De Bruyker, Meghana S. Pagadala, Vishal R. Dhere, Sarwish Rafiq, Aparna H. Kesarwala, Alexandre Orthwein, Susan N. Thomas, Shirley L. Zhang, Mohammad K. Khan, J. Brandon Dixon, Gregory B. Lesinski, Michael C. Lowe, Haydn Kissick, David S. Yu, Chrystal M. Paulos, Nicole C. Schmitt, Zachary S. Buchwald

**Keywords:** Tumour immunology, Cancer therapy, Tumour immunology

## Abstract

Combination radiotherapy (RT) and αPD-L1 therapy has potential to enhance local and distant (abscopal) tumor control, however, clinical results in humans have been variable. Using murine melanoma models, we found RT + αPD-L1 increases intra-tumor progenitor CD8+ PD-1+ TCF-1+ T cells. This increase depends on trafficking of the PD-1+ TCF-1+ cells from the tumor-draining lymph node (TdLN) to the tumor. RT alone promotes the expansion and differentiation of the TdLN derived PD-1+ TCF-1+ cells into TIM-3+ GZMB+ TCF-1- effector-like cells in the tumor with further enhancement after the addition of αPD-L1. In the TdLN, combination therapy enriches for a novel PD-1+ TCF-1+ TOX- LY6A+ subset with expression of a type I interferon and migratory signature. This subset is able to traffic to the tumor and differentiate into TIM-3+ TCF-1- cells. Finally, we found that ablation of the PD-1+ TCF-1+ T cell population attenuates the enhanced tumor control observed with combination RT + αPD-L1. These results suggest that abscopal response failures may be secondary to impaired stimulation of TdLN CD8+ PD-1 + TCF-1+ T cells or an inability of PD-1+ TCF-1+ cells in the TdLN to traffic to the tumor.

## Abstract (web summary)

Combination radiotherapy (RT) + αPD-L1 enhances tumor control via a tumor-draining lymph node (TdLN)-derived CD8+ PD-1+ TCF-1+ T cells. RT + αPD-L1 induces a novel LY6A+ subset in the TdLN that migrates to the tumor and differentiates into effectors.

## Introduction

CD8+ T cells play a critical role in the anti-tumor immune response. However, chronic antigen exposure in cancer leads to CD8+ T cell exhaustion with upregulation of markers including PD-1, TIM-3 as well as epigenetic changes^1–3^. Blockade of PD-1 promotes CD8+ T cell expansion and reinvigoration leading to robust clinical responses in many different types of cancer^4–7^. Interestingly, CD8+ PD-1+ T cells within the tumor microenvironment are heterogenous with subsets including progenitor PD-1+ TCF-1+ T cells and PD-1+ TIM-3+ GZMB+ effector-like cells^8,9^. Following PD-1/L1 blockade, the CD8+ PD-1+ TCF-1+ T cell subset expands and differentiates into a TIM-3+ GZMB+ subset which has the capacity for tumor killing^10,11^. Approaches which enhance this expansion and differentiation process in combination with αPD-1/L1 have the potential to further improve clinical outcomes.

Radiotherapy (RT) is effective as a local treatment and is known to also have immunomodulatory effects. On occasion, tumor regression outside the radiation field occurs via immune-stimulation, a process known as the abscopal effect^12–14^. RT mediates this effect, in part, by acting as an in-situ vaccine while broadening the T cell receptor repertoire and recruiting naïve/antigen experienced T cells to the anti-tumor immune response^14–16^. Importantly, RT can improve local and distant disease control when combined with immune checkpoint blockade including αPD-1/L1 in pre-clinical studies, however, clinical trial results have been mixed^15,17–23^. Understanding the impact of RT and combination therapy on specific T cell subsets may lead to more sophisticated integration approaches for these two treatment modalities and improved clinical outcomes.

The tumor-draining lymph node (TdLN) is important for a robust RT or αPD-1/L1 stimulated immune response^24–28^. More recent studies have shown that the TdLN acts as a reservoir for PD-1+ TCF-1+ T cells^26,29,30^. This population of PD-1+ TCF-1+ T cells in the TdLN serve as developmental precursors for the intra-tumoral population, and they continuously migrate from the TdLN to the tumor under basal conditions^29^. Once in the tumor TCF-1+ cells undergo further differentiation into TIM-3+ TCF-1- subsets. This process is promoted by αPD-1/L1^26^. Finally, our earlier work suggested this TdLN reservoir of TCF-1+ cells may also be important for the RT alone stimulated immune response^25^. Together, these findings suggest that the TdLN PD-1+ TCF-1+ T cell population is important for enhanced tumor control with combination RT + αPD-L1.

Here, using murine models of melanoma, we found that RT alone and in combination with αPD-L1 promoted significant tumor infiltration and differentiation of TdLN derived CD8+ PD-1+ TCF-1+ T cells. In the TdLN, combination therapy enriched for a novel PD-1+ TCF-1+ TOX- LY6A+ subset with expression of a type I interferon and migratory signature. This subset had the capacity to migrate to the tumor and differentiate into a TCF-1- TIM-3+ GZMB+ effector-like population. Finally, ablation of the PD-1+ TCF-1+ T cells worsened tumor control following combination therapy confirming the importance of this population to the anti-tumor activity of combination RT + αPD-L1.

## Results

### Combination RT + αPD-L1 promotes an increase in intra-tumoral CD8+ PD-1+ TCF-1+ and TIM-3+ TCF-1- T cells

We previously showed that RT alone can enhance the anti-tumor immune response leading to improved tumor control in a CD8+ T cell dependent manner^25^. Here, to interrogate the impact of combination RT + αPD-L1 on local and abscopal tumor control as well as CD8+ T cell subsets, B16F10 cells expressing the lymphocytic choriomeningitis (LCMV) glycoprotein (B16F10GP), which allow for the identification of tumor-specific T cells^25^, were sequentially implanted on the bilateral flanks of wt C57BL/6 mice (Fig. 1a). Sequential implantation of the flank tumors was done to model metachronous metastatic disease. Tumor 1, the initially injected tumor, was treated with 10 Gy x 1 fraction of RT (Supplementary Fig. 1a) with or without αPD-L1 starting day 10 post-implantation^25^. Mice were sacrificed 9 days after treatment initiation (day 19) for tissue analysis (Fig. 1a). Tumor 1 growth was significantly reduced with RT alone, and tumor 2 growth also exhibited a strong trend towards slowed growth (Fig. 1b, Supplementary Fig. 1b, c). In contrast, αPD-L1 alone had minimal effect on the growth of tumor 1 or tumor 2 consistent with the known resistance of this cell line to PD-1 based therapy^31,32^. Combination RT + αPD-L1, however, slowed the growth of both the irradiated tumor 1 and the unirradiated tumor 2 to a greater extent than either monotherapy (Fig. 1b, Supplementary Fig. 1b, c). We performed the same kinetic analysis in the parental B16F10 cell line and found similar robust enhancement with RT + αPD-L1 compared to monotherapy at both the primary and abscopal site (Supplementary Fig. 1d).

**Fig. 1:**
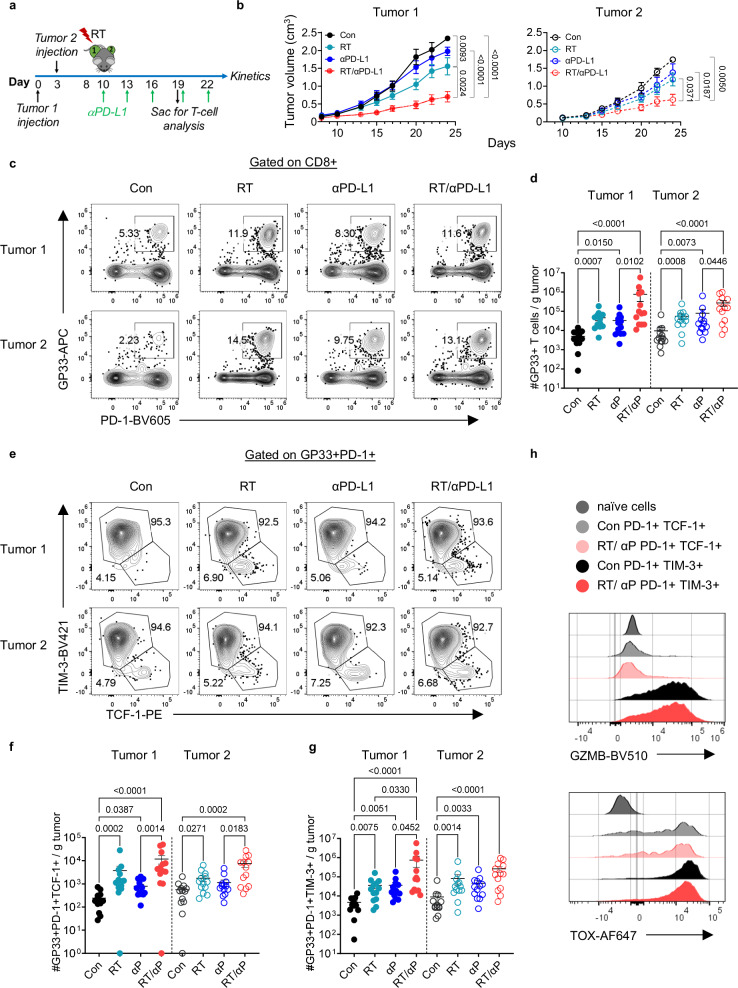
RT + αPD-L1 promote an increase in intra-tumoral PD-1+ TCF-1+ and PD-1+ TIM-3+ CD8+ T cells. **a** Experimental schema. **b** Tumor growth kinetics for the RT targeted tumor 1 and the distant (abscopal tumor) tumor 2 demonstrating enhanced control with combination therapy. Con, control; RT, radiation therapy. Data reflect 2 separate experiments combined (Con *n* = 8, RT *n* = 9, αPD-L1 *n* = 8, RT/αPD-L1 *n* = 10 total). Statistical significance calculated by two-tailed unpaired t tests. **c** Representative plots of GP33+ PD-1+ T cells gated on CD8 in tumor 1 and tumor 2 under different treatment conditions. **d** Quantitation plots for number of GP33+ T cells per gram tumor. **e** Representative plots of PD-1+ TCF-1+ and PD-1+ TIM-3+ gated on CD8+ PD-1+ GP33+ T cells. **f** Quantitation plots for number of PD-1+ TCF-1+ T cells per gram tumor. **g** Quantitation plots for number of PD-1+ TIM-3+ T cells per gram tumor. The vast majority of GP33+ T cells in the tumor are TIM-3+ , therefore, the plots showing total GP33+ T cells (**d**) and the TIM-3+ subset are very similar. **h** Representative histogram flow plots. Data reflect 3 separate experiments combined (*n* = 13 total). GZMB, granzyme B. All data are presented as mean values ± SEM. Statistical significance calculated by Kruskal-Wallis test, unless otherwise noted. Source data are provided as a Source Data file.

Next, we investigated the anti-tumor immune response and found the number of bulk CD8+ T cells in tumor 1 and tumor 2 were not significantly increased with RT or αPD-L1 alone while combination therapy demonstrated significant increases in both tumors (Supplementary Fig. 1e). We then evaluated tumor specific CD8+ PD-1+ GP33+ T cells and again found a significant increase in tumor 1 and tumor 2 following combination treatment compared to untreated or monotherapy (Fig. 1c, d). Given the importance of the PD-1+ TCF-1+ subset for the αPD-L1 response^10,11^, we investigated whether this population changed in the tumor following RT + αPD-L1. We found that both the tumor specific TCF-1+ and TCF-1- TIM-3+ populations substantially increased in tumor 1 and tumor 2 after combination therapy compared to either monotherapy alone with no significant changes in their relative frequencies (Fig. 1e–g, Supplementary Fig. 1f, g). PD-1+ TIM-3+ TCF-1- cells were predominantly GZMB+ and TOX+ consistent with the previously described effector-like subset in cancer and chronic LCMV infection (Fig. 1h)^8,33^. Combination therapy also led to significant increases in both the tumor CD8+ IFN-γ+ and IFN-γ+ TNF-α+ T cells (Supplementary Fig. 1h–k). We repeated the experiment using 8 Gy × 3 fractions and again observed slowed tumor growth with combination RT + αPD-L1 at both the primary and distant (abscopal) site (Supplementary Fig. 2a–e). We confirmed these findings with another melanoma cell line, YUMM1.7 (Supplementary Fig. 2f–j).

### The TdLN supplies the tumor with CD8+ PD-1+ TCF-1+ T cells following RT + αPD-L1

Our group and others have shown that the tumor-draining lymph node (TdLN) is an important reservoir for PD-1+ TCF-1+ T cells supplying the tumor^25,26,29,30^. Tumor antigen specific cells are found in the TdLN but not the non-TdLN or other secondary lymphoid organs like the spleen (Supplementary Fig. 3a). We have previously shown that disrupting this reservoir of lymphocytes in the TdLN using fractionated radiation impaired RT alone mediated immunostimulation^25^. These data suggest that the tumor-specific PD-1+ TCF-1+ T cell reservoir in the TdLN are the source of the increase in tumor PD-1+ TCF-1+ and PD-1+ TCF-1- T cells following combination therapy as well as the enhanced tumor control. To evaluate this hypothesis, we again confirmed that the majority of the GP33+ T cells in the TdLN were TIM-3- TCF-1+ while most of the GP33+ T cells in the tumor were TIM-3+ (Fig. 2a, b). Mice were then treated with FTY720 prior to RT or αPD-L1 to prevent lymphocyte egress from the TdLN and other secondary lymphoid organs (Fig. 2c). The TdLN analyzed throughout was taken from the RT targeted side (tumor 1 side). The percentage of circulating total lymphocytes, CD4+ , and CD8+ T cells in the blood decreased significantly upon FTY720 administration (Supplementary Fig. 3b–d). In both tumors, administration of FTY720 blocked the increase of total CD8+ and PD-1+ GP33+ T cells observed following combination therapy (Fig. 2d, e, Supplementary Fig. 3e–g). Examination of the subsets found the increased numbers of tumor-antigen specific PD-1+ TCF-1+ and TIM-3+ in both tumors induced by combination therapy was also abolished by FTY720 treatment (Fig. 2f–h, Supplementary Fig. 3h–j). Notably, FTY720 also attenuated the slowing of tumor 1 and tumor 2 growth by combination RT + αPD-L1 (Fig. 2i, Supplementary Fig. 3k).

**Fig. 2:**
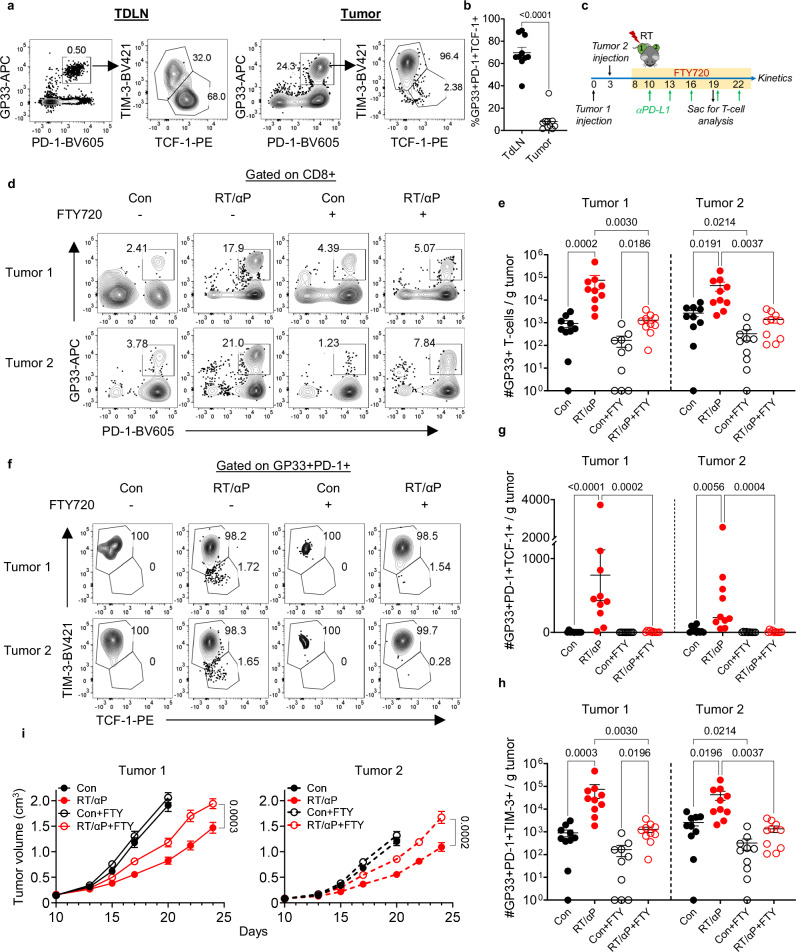
The TdLN supplies the tumor with PD-1+ TCF-1+ CD8+ T cells following RT + αPD-L1. **a** Representative plots of PD-1+ GP33+ T cells and PD-1+ TCF-1+ cells vs. TIM-3+ in the tumor and its TdLN. **b** Quantitation of the PD-1+ TCF-1+ cells frequency in the tumor and its TdLN. Combined data from 2 experiments (*n* = 10 total). **c** Experimental schema with yellow bar representing FTY720 administration in drinking water. **d** Representative plots gated on CD8 showing PD-1+ GP33+ T cells in the tumor under different treatment conditions with or without FTY720. **e** Quantitation of the number of GP33+ T cells per gram tumor. Combined data from 2 experiments (*n* = 10 total). **f** Representative plots gated on antigen specific subsets under different treatment conditions with or without FTY720. **g** Quantitation of the number of antigen specific PD-1+ TCF-1+ T cells per gram tumor. Combined data from 2 separate experiments (*n* = 10 total per group). **h** Quantitation of the number of antigen specific PD-1+ TIM-3+ cells per gram tumor. Combined data from 2 separate experiments (*n* = 10 total per group). **i** Tumor kinetics under different treatment conditions with and without FTY720. Statistical significance calculated by two-tailed unpaired t tests. Combined data from 2 experiments (*n* = 15 total). All data are presented as mean values ± SEM. Statistical significance calculated by Kruskal-Wallis test, unless otherwise noted. Source data are provided as a Source Data file.

In the TdLN, the frequency and number of total CD8+ T cells following RT + αPD-L1 remained unchanged with or without FTY720 (Supplementary Fig. 4a, b). In contrast, the frequency and number of CD8+ PD-1+ GP33+ T cells significantly increased with FTY720 treatment. (Supplementary Fig. 4c–e). Importantly, the number of GP33+ PD-1+ TCF-1+ T cells was significantly increased in the TdLN with FTY720 and combination therapy (Supplementary Fig. 4f–h); the TIM-3+ did not reach significance (Supplementary Fig. 4i, j). Together, these results support the hypothesis that the increase in tumor PD-1+ TCF-1+ T cells following RT + αPD-L1 depends on their egress from the TdLN.

### RT promotes the expansion and differentiation of TdLN PD-1+ TCF-1+ T cells which is enhanced with αPD-L1

Prior data has shown that αPD-L1 monotherapy promotes the expansion and differentiation of CD8+ PD-1+ TCF-1+ T cells^10,11,26^. To determine the impact of RT alone and combination therapy on this population’s differentiation, we performed a serial adoptive transfer experiment using P14 T cells. First, we sacrificed mice 14 days after a single tumor injection to confirm that adoptively transferred naïve P14 T cells would activate in the TdLN and differentiate within the TdLN and tumor into TCF-1+ and TCF-1- subsets respectively (Fig. 3a). P14s were recovered in both the TdLN and tumor, and the vast majority of the cells (99%) were PD-1+ TCF-1+ TIM-3- in the TdLN and TIM-3+ in the tumor like endogenous cells (Fig. 3b–d). We then sorted CD44+ PD-1+ TIM-3- P14s from the TdLNs of tumor bearing mice and transferred them into separate B16F10GP tumor-bearing mice (Fig. 3e, Supplementary Fig. 4k). These recipients received RT with or without αPD-L1 3 days later (Fig. 3e). We did not find any significant difference in the number of total or TCF-1+ P14s in the recipient TdLN with either monotherapy or combination (Fig. 3f, g, Supplementary Fig. 4l).

**Fig. 3:**
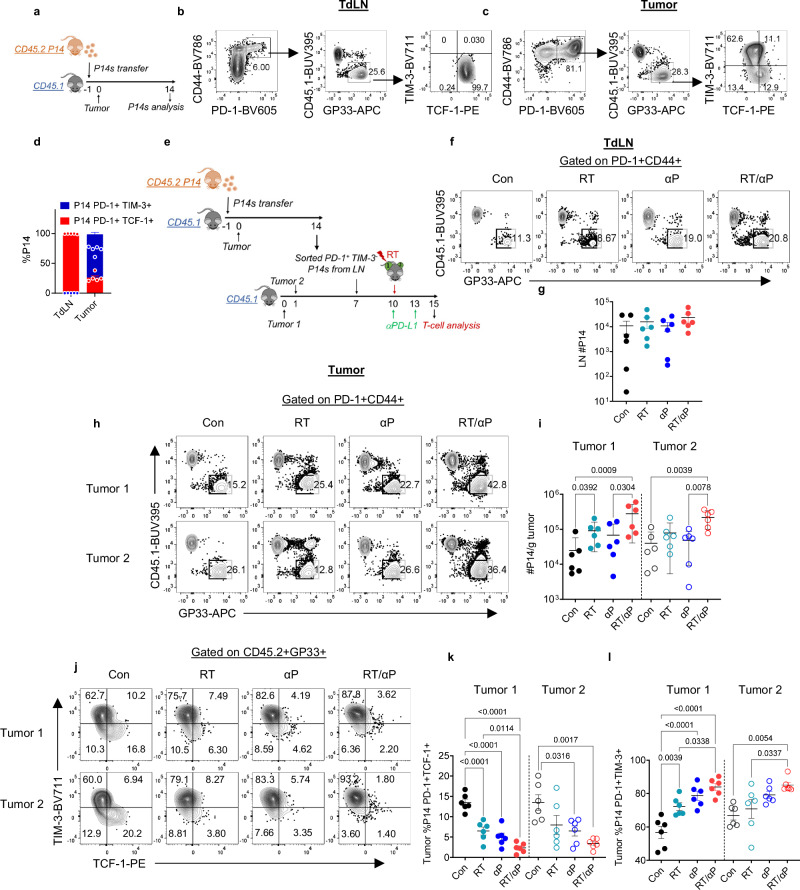
RT promotes the expansion and differentiation of TdLN PD-1+ TCF-1+ T cells which is enhanced with αPD-L1. **a** Experimental schema. **b** Representative flow plots showing the P14 T cells differentiating into PD-1+ TCF-1+ cells in the TdLN and (**c**) PD-1+ TIM-3+ in the tumor. **d** Frequency of PD-1+ TCF-1+ cells and PD-1+ TIM-3+ in the tumor versus its TdLN. **e** Experimental schema with serial adoptive transfer. **f** Representative flow plot of gating on transferred P14s in the TdLN of tumor 1 under different treatment conditions. **g** Quantitation of the number of P14s in the TdLN of tumor 1 by treatment condition. Data reflect combined data from two separate experiments (*n* = 6 total). **h** Representative flow plot of gating on transferred P14s in the tumor under different treatment conditions. **i** Quantitation of P14s per gram tumor. Data reflect combined data from two separate experiments (*n* = 6 total). Statistical significance calculated by Kruskal-Wallis test. **j** Representative flow plots of P14 T cell subsets in the tumors. **k** Frequency of PD-1+ TCF-1+ and **l** PD-1+ TIM-3+ in the tumors. Data reflect combined data from two separate experiments (*n* = 6 total). All data are presented as mean values ± SEM. Statistical significance calculated by one-way ANOVA, unless otherwise noted. Source data are provided as a Source Data file.

In contrast, we found a significant increase in the number of P14s in tumor 1 for RT alone (Fig. 3h, i). The frequency of PD-1+ TCF-1+ cells significantly decreased in tumor 1 with a concomitant increase in the frequency of TIM-3+ cells demonstrating that RT alone can promote both expansion and differentiation of TdLN PD-1+ TCF-1+ T cells in the RT targeted tumor (Fig. 3j–l). Importantly, combination therapy led to greater expansion of P14s in both tumor 1 and tumor 2 and enhanced differentiation of PD-1+ TCF-1+ T cells into TIM-3+ cells compared to either monotherapy alone (Fig. 3h–l).

### ScRNA-seq analysis identified multiple CD8+ PD-1+ TCF-1+ T cell subsets in the TdLN

To further interrogate the TdLN, we performed single cell RNA-seq (scRNA-seq) on sorted TdLN naïve and CD8+ PD-1+ T cells under untreated conditions. Published tumor infiltrating CD8+ T cell data from similar tumors models were also introduced into our analysis^34^. Unsupervised clustering using uniform manifold approximation and projection (UMAP) revealed substantial heterogeneity within CD8+ T cells, identifying at least six distinct subtypes across the TdLN and tumor (Fig. 4a). These clusters included: Cluster 1, naïve T cells, defined by high *Tcf7* expression and negative for activation markers including *Fos* and *Jun*; Cluster 2, stem-like-1 (T_STEM-1_), defined by *Tcf7* and *Fos* expression and the absence of *Tox* expression; Cluster 3, stem-like-2 (T_STEM-2_) co-expressing *Tcf7* and *Ly6a* with low *Tox* expression; Cluster 4, progenitor exhausted (T_PEX_), characterized by co-expression of *Tcf7* and *Tox*; Cluster 5, effector-like and terminally differentiated (TD), defined by *Tcf7* negativity and positive *Tox* expression; and Cluster 6, cycling T cells, identified by *Mki67* expression (Fig. 4a). In the tumor, the predominant CD8+ T cell subset was Cluster 5, comprising about 50% of the CD8+ PD-1+ T cell population (Fig. 4b). In contrast, *Tcf7*-positive subsets (Clusters 2, 3, and 4) were primarily found in the TdLN, with the *Tcf7*+ *Tox*+ T_PEX_ population (Cluster 4) being the most abundant. The resulting clusters were validated by comparing their transcriptional signatures to known marker genes and previously published datasets, ensuring the identified subsets were biologically meaningful and consistent with established T cell populations (Supplementary Fig. 5a)^26^.

**Fig. 4:**
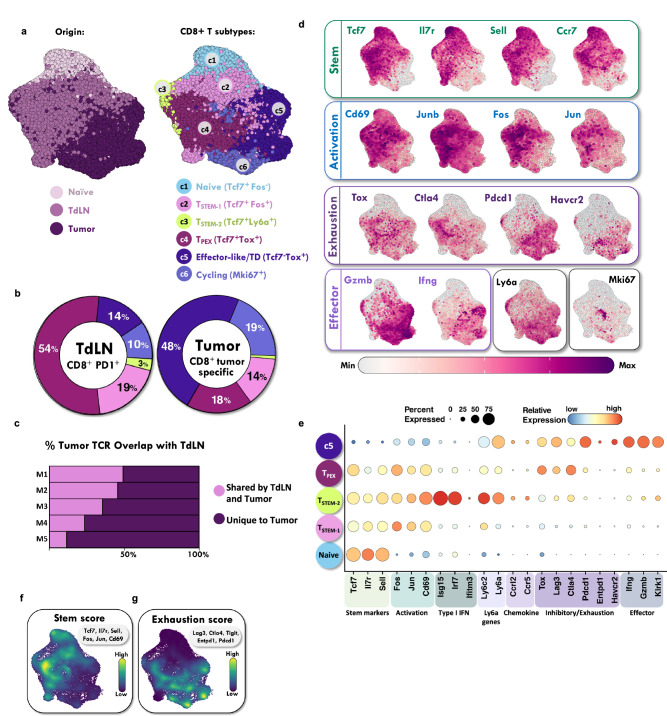
ScRNA-seq analysis identified multiple CD8+ PD-1+ TCF-1+ T cell subsets in the TdLN. **a** UMAP (Uniform Manifold Approximation and Projection) identified six major cell populations in the TdLN and tumor. **b** Quantitation of different subset frequencies in the TdLN and the tumor; with subset identities as indicated in (**a**). **c** TCR (T-cell receptor) sequencing demonstrates percentage overlap between antigen experienced polyclonal CD8+ T cell populations in the tumor and TdLN. Each row (M) reflects a different mouse. **d** Feature plots showing expression levels of relevant markers. **e** Average expression and percent expressing various markers in the different T cell subsets. **f** Density plot of stemness module score (*Tcf7, Il7r, Sell, Fos, Jun, Cd69*). **g** Density plot of exhaustion module score (*Lag3, Ctla4, Tigit, Entpd1, Pdcd1*). Source data are provided as a Source Data file and are available on the NCBI Gene Expression Omnibus (GEO) database.

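T cell receptor (TCR) β chain rearrangements were sequenced from genomic DNA of flow-sorted CD8+ PD-1+ CD44+ T cells of 5 untreated mice bearing B16F10GP, a mouse melanoma line that carries a viral glycoprotein as a model antigen. In this model the right tumor (tumor 1) was implanted on day 0 and the left tumor (tumor 2) on day 3, and tissues for T cell analysis were taken on day 19. The TdLN, tumor 1 and tumor 2 of every mouse gave 15 samples in all, 5 of each tissue, and the TdLN is that of the tumor 1 side. The immunoSEQ assay amplifies rearranged V, D and J segments by multiplex PCR, and the provider corrected the reads, assigned V and J genes and reading frame, and estimated how many genomes (templates) carried each rearrangement. The deposited values used here are these template counts per 87-base rearrangement, without normalization. Total templates ranged from 4909 to 13848 in the TdLN (median 5983), from 5382 to 7946 in tumor 1 (median 6885) and from 338 to 5401 in tumor 2 (median 4698). Only productive rearrangements, in frame and without a stop codon, entered the main values. They made up 3254 to 9105 templates in the TdLN (median 3940), 3601 to 6137 in tumor 1 (median 4201) and 238 to 3975 in tumor 2 (median 3364), the lowest being tumor 2 of mouse 4. A TCR was taken as a distinct productive nucleotide rearrangement. By this definition a TdLN held 1290 to 5722 unique TCRs (median 1631), tumor 1 held 183 to 366 (median 292) and tumor 2 held 50 to 553 (median 331). A single template was the only evidence for 61.7% ± 6.48 of the unique TCRs of a TdLN and for 48.4% ± 5.02 of those of tumor 1 (SD, n = 5 mice each), so whether a small TCR is found in another sample depends on depth. A TCR absent from a TdLN could still make up as much as 0.0329% to 0.0922% of its productive templates, the share that 3 templates would give. Samples were paired by mouse number. The sample names of mice 1 to 3 and of mice 4 and 5 are written in different styles, which may mark separate batches, so values are also given for each set.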

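The TdLN repertoire was more even than that of the tumors. Simpson clonality, the square root of the summed squared template shares, is near 0 for an even repertoire and 1 for a single clone. It was 0.0644 ± 0.0524 in the TdLN, 0.403 ± 0.172 in tumor 1 and 0.302 ± 0.0366 in tumor 2 (SD, n = 5 mice). The tumor 2 samples of mice 1 to 3 are not independent of each other. TCRs also found in tumor 2 of mouse 2 held 91.3% of the templates of tumor 2 of mouse 1 and 86.9% of those of mouse 3. The SD and the test for tumor 2 therefore do not rest on 5 independent samples. Every tumor lay above every TdLN. The difference from the TdLN was 0.338 for tumor 1 and 0.238 for tumor 2 (two-sided exact permutation test, p = 0.00794 for each, the smallest p that 5 mice against 5 allow). Apart from the split by sample name style, counting non-productive rearrangements as well moved the tumor 1 difference most among the alternatives on the same scale, to 0.279. Within the sample name styles, the tumor 1 difference was 0.414 ± 0.110 in mice 1 to 3 (SD, n = 3) and 0.224 ± 0.00584 in mice 4 and 5 (SD, n = 2). The 10 TCRs with most templates held 14.3% ± 13.0 of the templates of a TdLN and 74.0% ± 10.4 of those of tumor 1 (SD, n = 5). In mice 4 and 5 this share of the TdLN was 2.52% and 2.15%, against 12.4% to 32.5% in mice 1 to 3.

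**Figure D1:**
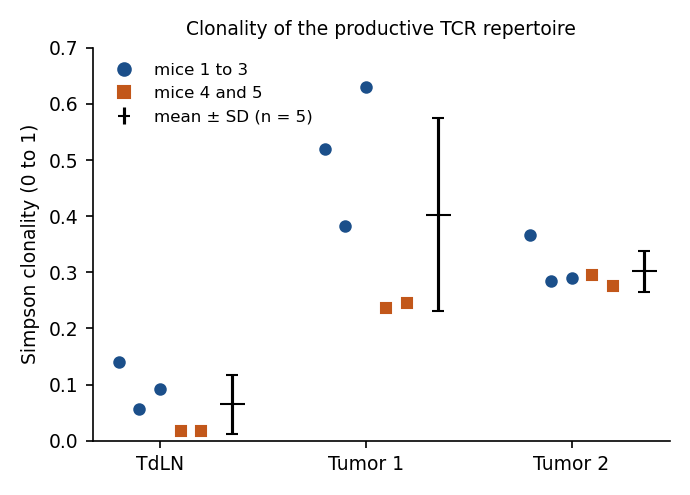
Simpson clonality (vertical axis, no unit) of the productive TCR repertoire of each TdLN, tumor 1 and tumor 2, 1 point per mouse, with circles for mice 1 to 3, squares for mice 4 and 5, and the mean ± SD of the 5 mice in black. The 5 TdLN values lie between 0.0169 and 0.140, below all tumor values, which start at 0.237.

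V gene usage was compared between tumor 1 and TdLN as the share of unique productive TCRs. Among the 20 V genes with a mean share of at least 1%, 0 had an adjusted p under 0.05 and 7 had an unadjusted p under 0.05 (two-sided exact permutation tests, not paired by mouse, with Benjamini-Hochberg adjustment). A V gene alone at the smallest p of this test, 0.00794, cannot have an adjusted p under 0.05. Only several V genes with a low p together can, so the 0 leaves changes in few V genes open. The largest difference was that of Trbv5, which lies on chromosome 6 of GRCm38 from 41062332 to 41062803. It made up 8.43% ± 1.89 of the unique TCRs of tumor 1 and 5.21% ± 0.158 of those of the TdLN (SD, n = 5; exact permutation p = 0.00794, adjusted p = 0.0952), and was higher in tumor 1 in 5 of 5 mice. Trbv19 (41178375 to 41179048) was also higher in tumor 1 in 5 of 5 mice, at 10.9% ± 1.33 against 8.09% ± 1.52 (SD, n = 5; exact permutation p = 0.0159, adjusted p = 0.0952). Trbv13-2 (41121396 to 41121832) was lower in tumor 1 in every mouse, at 7.31% ± 1.58 against 9.68% ± 0.827 (SD, n = 5; exact permutation p = 0.0159, adjusted p = 0.0952). The rise of Trbv5 averaged 4.35 ± 0.946 percentage points in mice 1 to 3 (SD, n = 3) and 1.52 ± 2.11 in mice 4 and 5 (SD, n = 2), and that of Trbv19 averaged 1.34 ± 1.20 and 5.02 ± 1.67. With the share of templates in place of the share of unique TCRs, 4 V genes had an adjusted p under 0.05, none of them among these 3. With small rearrangements that share their last 40 bases with a far larger one left out, a choice made after the data were seen, these 3 and Trbv13-1 had an adjusted p of 0.0397 (exact permutation).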

To evaluate for a clonal relationship between TdLN-derived CD8+ PD-1+ T cells and CD8+ T cells within the tumor, we performed bulk-TCR sequencing on sorted polyclonal CD8+ PD-1+ T cells from paired TdLN and tumor samples from untreated mice. TCR sequencing demonstrated that up to 50% of the tumor TCR repertoire overlaps with the TdLN, suggesting that a significant fraction of antigen-experienced TdLN T cells are tumor-specific, even under untreated conditions (Fig. 4c).

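Of the unique productive TCRs of tumor 1, 112 of 245 were also found in the TdLN in mouse 1, a share of 45.7% (95% Wilson interval 39.6% to 52.0%). Mouse 2 shared 104 of 292, or 35.6% (30.3% to 41.3%), and mouse 3 shared 90 of 183, or 49.2% (42.0% to 56.4%). The share was lower in mouse 4, where 42 of 366 TCRs were found in the TdLN (11.5%, interval 8.60% to 15.1%), and in mouse 5, where 79 of 337 were found (23.4%, interval 19.2% to 28.2%). These intervals cover counting error only. The mean was 33.1% ± 15.7 (SD, n = 5 mice). When the same tumors were set against the TdLN of another mouse, the mean over the 20 pairings was 1.04% and the highest value was 4.75%, for tumor 1 of mouse 5 in the TdLN of mouse 4. Among all 120 ways of pairing the 5 TdLNs with the 5 tumors, the true pairing gave the highest mean (one-sided exact permutation test, p = 0.00833, the smallest p this design allows). Mean overlap was 43.5% ± 7.05 in mice 1 to 3 (SD, n = 3) and 17.5% ± 8.46 in mice 4 and 5 (SD, n = 2), and in each of these mice it exceeded every value against another mouse's TdLN. Pooling tumor 1 and tumor 2 of a mouse was the alternative that moved the mean most, apart from that split, to 18.7% ± 6.85 (SD, n = 5; exact permutation p = 0.00833).
The TCRs of tumor 2, on the opposite flank, overlapped with the TdLN by 22.7% in mouse 1, 26.0% in mouse 2, 1.55% in mouse 3, 20.0% in mouse 4 and 5.42% in mouse 5, a mean of 15.1% ± 10.9 (SD, n = 5; one-sided exact permutation p = 0.00833). The value of mouse 4 rests on 50 TCRs (interval 11.2% to 33.0%). Tumor 2 of mouse 1 also shared 18.1% of its TCRs with the TdLN of mouse 2, and tumor 2 of mouse 2 shared 9.67% with the TdLN of mouse 1. The overlap of tumor 1 exceeded that of tumor 2 by 18.0 ± 20.5 percentage points (SD of the within-mouse differences, n = 5) and was higher in 4 of 5 mice. The tumor 2 samples of mice 1 to 3 are not independent of each other, as given above. The difference between the tumors did not exceed the spread between mice (two-sided exact permutation test without pairing, p = 0.0714, and paired exact sign-flip test, p = 0.125). It averaged 26.8 ± 19.3 percentage points in mice 1 to 3 (SD, n = 3) and 4.75 ± 18.8 in mice 4 and 5 (SD, n = 2).

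**Figure D2:**
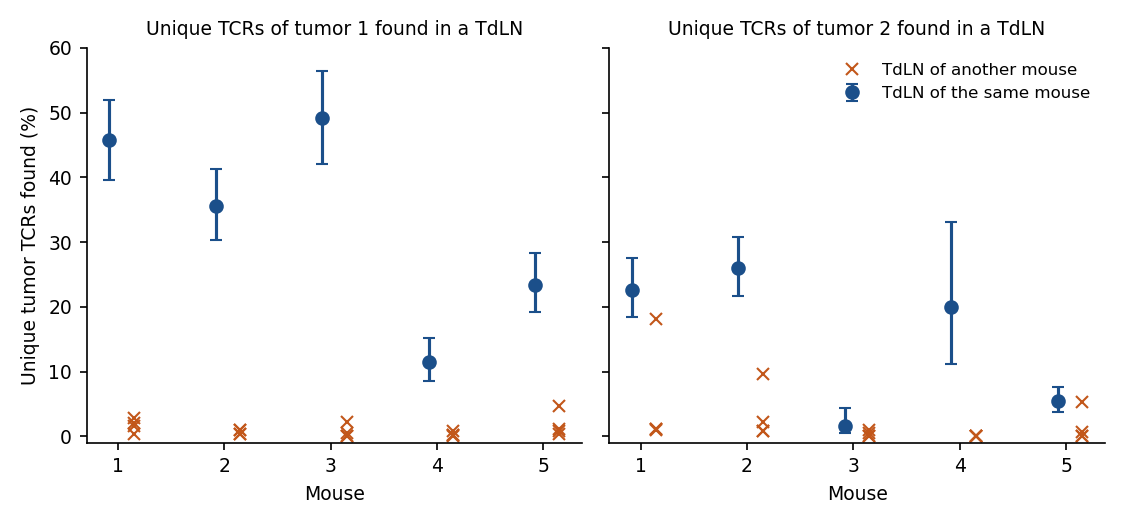
Percentage of the unique productive TCRs of tumor 1 (left) and tumor 2 (right) found in the TdLN of the same mouse (circles, with 95% Wilson intervals) and in the TdLN of each other mouse (crosses), by mouse. For tumor 1 the circles lie between 11.5% and 49.2% and the crosses at or below 4.75%, whereas for tumor 2 the circles of mice 3 and 5 lie at the level of some crosses.

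From the overlap shown in Fig. 4c, the paper proposes that many of the antigen-experienced T cells of the TdLN recognize the tumor, and that this holds without treatment.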

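Weighted by templates, the overlap was larger. TCRs that were also in the TdLN held 94.9% of the productive templates of tumor 1 in mouse 1, 89.3% in mouse 2, 89.8% in mouse 3, 33.0% in mouse 4 and 55.6% in mouse 5 (mean 72.5% ± 27.1, SD, n = 5; one-sided exact permutation p = 0.00833). Against the TdLN of another mouse the mean over the 20 pairings was 2.46%, but 21.7% and 17.1% of the templates of tumor 1 of mouse 1 were found in the TdLNs of mice 4 and 2. Without rearrangements that also occurred in another mouse the mean template overlap was 50.6%. This removal does not ask from which mouse a rearrangement came. In tumor 1 of mouse 1, TCRs also found in tumor 2 of mouse 2 held 92.0% of the templates. In tumor 1 of mouse 4, those also found in tumor 1 of mouse 5 held 80.9%. In these mice the value rests on the few templates left, and it is not an overlap corrected for cells of other mice. The mean with all of them was 91.3% ± 3.07 in mice 1 to 3 (SD, n = 3) and 44.3% ± 16.0 in mice 4 and 5 (SD, n = 2). In tumor 2 the template share was 31.3% ± 29.6 (SD, n = 5; one-sided exact permutation p = 0.00833). The tumor 2 share was 43.2% ± 34.7 in mice 1 to 3 (SD, n = 3) and 13.4% ± 5.41 in mice 4 and 5 (SD, n = 2). Without rearrangements that also occurred in another mouse, its mean was 19.3%. A shared TCR of tumor 1 had on average 52.0 templates in mouse 1, against 2.38 for a TCR found in tumor 1 and not in the TdLN. In mouse 4 the corresponding means were 41.6 and 11.0. The log2 ratio of these means was 3.10 ± 1.12 (SD, n = 5) and above 0 in 5 of 5 mice, although an exact sign-flip test over 5 mice cannot reach 0.05. This log2 ratio averaged 3.85 ± 0.639 in mice 1 to 3 (SD, n = 3) and 1.98 ± 0.0760 in mice 4 and 5 (SD, n = 2). Of the 10 TCRs with most templates in tumor 1, 9 were in the TdLN in mouse 1, 10 in mouse 2, 7 in mouse 3, 4 in mouse 4 and 8 in mouse 5.
Read from the side of the TdLN, the shared fraction was smaller. TCRs found in either tumor of the same mouse held 44.6%, 23.0%, 29.0%, 1.39% and 4.31% of the productive TdLN templates in mice 1 to 5, respectively (mean 20.5% ± 18.0, SD, n = 5; one-sided exact permutation p = 0.00833). The mean was 32.2% ± 11.2 in mice 1 to 3 (SD, n = 3) and 2.85% ± 2.06 in mice 4 and 5 (SD, n = 2). As a share of unique TdLN TCRs it was 5.08% ± 3.61 (SD, n = 5). Set against the tumors of another mouse, the TdLN template share averaged 4.26% and reached 35.0% for the TdLN of mouse 1 and the tumors of mouse 2. The TdLN of mouse 4 shared less with its own tumors, 1.39%, than with those of mouse 5, 2.01%.

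**Figure D3:**
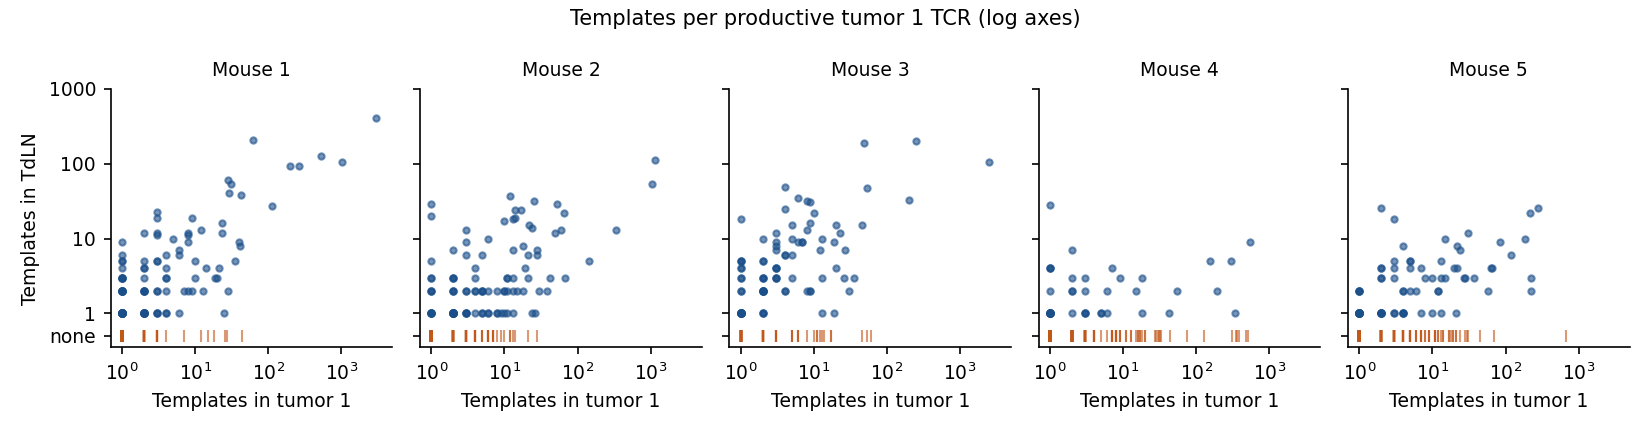
Templates of every productive tumor 1 TCR in tumor 1 (horizontal log axis) and in the TdLN of the same mouse (vertical log axis), 1 panel per mouse, with TCRs absent from the TdLN as ticks in the row marked none. In mouse 1 the largest TCR reaches 2948 templates in tumor 1 and 409 in the TdLN, whereas in mouse 5 the largest, with 679 templates, is absent from the TdLN.

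The largest TCR of tumor 1 in mouse 1 joined Trbv16 to Trbj2-7 and was listed with the CDR3 GSYEQYF, which lacks the cysteine that opens most CDR3s. It had 2948 of the 6137 productive templates of tumor 1, 409 in the TdLN (10.8%) and 1335 in tumor 2 (33.6%). Its V part matches exon 2 of Trbv16 on chromosome 6 of GRCm38 from 41152145 to 41152205 and its J part matches Trbj2-7 from 41543811 to 41543825, with CTTGGGAGGGG between them. The match thus stops before the annotated end of Trbv16 at 41152230. Whether this rearrangement encodes a working receptor was not tested. Without the CDR3s that lack the opening cysteine, the Simpson clonality of tumor 1 of mouse 1 was 0.386 in place of 0.520. In mouse 2 the largest TCR was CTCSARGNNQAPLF (Trbv1, Trbj1-5), with 1158 templates in tumor 1, 113 in the TdLN and 498 in tumor 2. Its V part lies in exon 2 of Trbv1, from 40891821 to 40891882. In mouse 3 it was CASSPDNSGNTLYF (Trbv12-1, Trbj1-3), with 2476 templates in tumor 1, or 62.3%, 106 in the TdLN and 118 in tumor 2, and its V part lies in exon 2 of Trbv12-1 from 41114005 to 41114065. In mouse 4, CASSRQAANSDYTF (Trbv13-1, Trbj1-2) had 538 templates in tumor 1, 9 in the TdLN and 13 in tumor 2, and its V part lies in exon 2 of Trbv13-1 from 41116405 to 41116464. In mouse 5, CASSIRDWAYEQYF (Trbv14, Trbj2-7) had 679 templates in tumor 1 and 1 in tumor 2. It was not detected among the 9105 productive templates of the TdLN, which allows a share of up to 0.0329%, and its V part lies in exon 2 of Trbv14 from 41135553 to 41135611. The same nucleotide rearrangements had 306, 90, 94, 31 and 0 templates, in that order, in samples of the other mice.

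**Figure D4:**
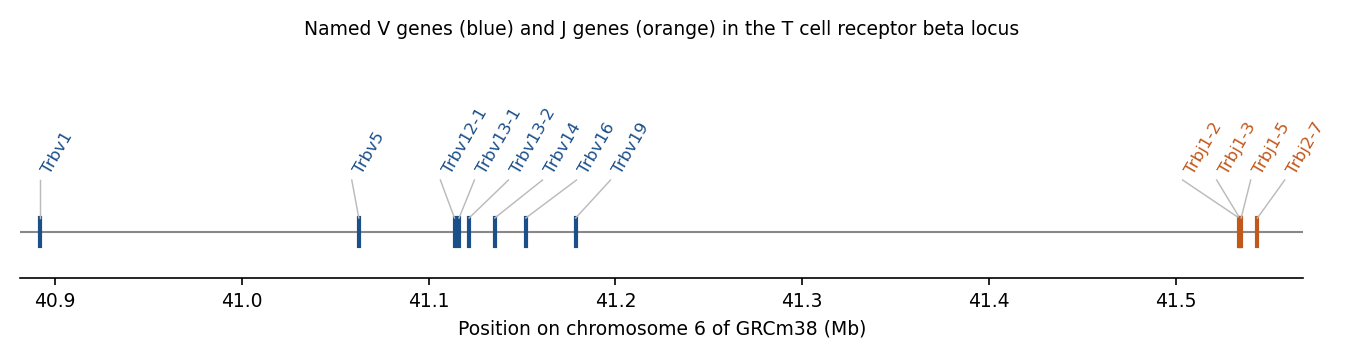
Positions (Mb, horizontal axis) of the named V genes (blue) and J genes (orange) in the TCR β locus on chromosome 6 of GRCm38. The named V genes lie between 40891229 and 41179048, and the named J genes between 41534001 and 41543856.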

A hallmark of T cell exhaustion is the sustained expression of markers such as *Tox, Ctla4, Entpd1, Pdcd1, and Havcr2*, many of which were enriched in the tumor-infiltrating subset (Cluster 5) (Fig. 4d, e). Notably, exhaustion markers such as *Lag3, Ctla4, and Tox* were also expressed by the T_PEX_ subset, distinguishing them from other TCF-1+ populations (Fig. 4e). Additionally, Cluster 5 in the tumor exhibited elevated expression of effector genes, such as *Gzmb*, *Ifng*, and *Klrk1*, linked to cytotoxic T cell functions (Fig. 4d, e). In contrast, TdLN PD-1+ CD8+ T cells (Clusters 2 and 3) were enriched for stemness markers (e.g., *Tcf7, Il7r, Sell, Ccr7*) and activation markers (e.g., *Jun, Fos, Cd69, Junb*) (Fig. 4d). We identified a distinct stem-like subset (Cluster 3, T_STEM-2_), marked by the co-expression of an interferon-stimulated gene signature including type I interferon response genes (*Isg15, Irf7*, and *Ifitm3*), chemokine markers (*Ccr5* and *Ccrl2*), and the murine Ly6 gene complex, including *Ly6a* and the memory marker *Ly6c* (Fig. 4e)^35^. This subset exhibited a unique profile, characterized by the presence of both stemness-associated and effector genes. Notably, the expression of effector genes such as *Klrk1* and *Gzmb* distinguished T_STEM-2_ from the canonical T_STEM-1_ subset (Cluster 2), which lacked these markers. Given T_STEM-2_ exhibits characteristics of both stemness and differentiation, this subset may play a transitional role within the CD8+ T cell response in the TdLN despite the lack of *Tox* expression like the canonical T_PEX_ (Fig. 4e).

Next, to characterize the broader pattern of T cell phenotypes across the TdLN and tumor, we identified two highly correlated gene modules: a stemness module in the TdLN and an exhaustion module in the tumor, consistent with prior reports (Fig. 4f, g)^26,29^. While these modules do not directly correspond to cluster-specific marker genes, they provide complementary insights, capturing dynamic transcriptional programs associated with differentiation states. These data support the idea that T_STEM-1_ and Cluster 5 occupy opposite ends of the T cell differentiation spectrum.

### Combination RT + αPD-L1 enriches for a TCF-1+ TOX- subset with a type I interferon and migratory signature in the TdLN

To assess the impact of combination therapy on these different antigen experienced TCF-1+ subsets within the TdLN, we performed scRNA-seq on sorted CD8+ PD-1+ T cells from the TdLN seven days post-treatment with αPD-L1, RT alone, or combination RT + αPD-L1 therapy. A total of 38,578 cells were analyzed, with an average of 1928 cells per sample across five mice per treatment group. Unsupervised clustering of the TCF-1+ cells identified 3 major clusters (T_STEM-1_, T_STEM-2_, T_PEX_) in the TdLN under different treatment conditions (Fig. 5a). CD8+ PD-1+ T cell subset frequencies from untreated mice were largely similar to those treated with αPD-L1 or RT monotherapy. However, combination therapy led to a notable phenotypic shift, marked by an over 10-fold increase in the frequency of the T_STEM-2_ subset (Fig. 5a–c, Supplementary Fig. 5b), which was accompanied by a reduction in the frequency of both the T_STEM-1_ and T_PEX_ population (Fig. 5a–c, Supplementary Fig. 5b). Differential abundance analysis revealed that the expansion of the T_STEM-2_ subset was statistically significant (FDR < 0.05) when comparing RT + αPD-L1 to monotherapies or control (Fig. 5c).

**Fig. 5:**
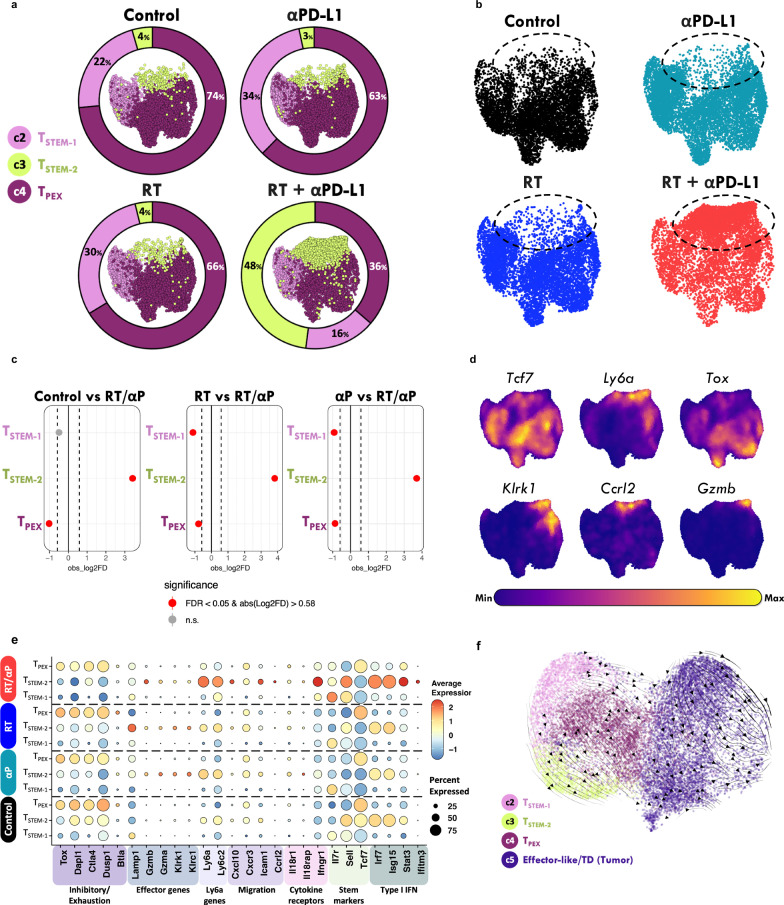
Combination RT + αPD-L1 expands a novel TCF-1+ subset in the TdLN. **a** UMAP and quantitation demonstrating the major cell PD-1+ *Tcf7*-expressing T cell populations in the TdLN under different treatment conditions. **b** UMAP by treatment condition with the novel population in RT + αPD-L1 group circled. **c** Proportions of *Tcf7*-expressing CD8+ PD-1+ T cell subtypes were compared across treatment conditions using a two-sided permutation test (1000 iterations), with empirical *P* values adjusted by the Benjamini–Hochberg method. Red dots indicate significant differences (FDR < 0.05, |log_2_FC | > 0.58); gray dots are non-significant. Exact *p* values and 95% confidence intervals (bootstrapped, 1000 iterations) are reported. **d** Density plots showing expression levels of *Tcf7, Ly6a, Tox, Klrk1, Ccrl2*, and *Gzmb* in CD8+ *Tcf7*-expressing PD-1+ T cells from the TdLN, with color intensity representing scaled expression levels (purple = minimum; yellow = maximum). **e** Gene expression patterns across CD8+ PD-1+ *Tcf7*-expressing T cell subsets under different treatments (RT, αPD-L1, RT + αPD-L1) compared to controls. Dot size represents percent expression, and color indicates average expression levels for exhaustion, effector, Ly6a, migration, cytokine receptor, stem, and Type I interferon (IFN) genes. **f** RNA velocity analysis of CD8+ PD-1+ T cell subsets with arrows indicating inferred directional transitions between T_STEM-1_, T_STEM-2_, T_PEX_, and Cluster 5 (Effector-like/TD) states. Source data are provided as a Source Data file and are available on the NCBI Gene Expression Omnibus (GEO) database.

Given these phenotypic changes, we next quantified differentially expressed genes (DEGs) in each treatment group relative to untreated controls to explore therapy-induced changes in gene expression. Combination therapy with RT and αPD-L1 resulted in a markedly higher number of upregulated DEGs in CD8+ PD-1+ T cells compared to either monotherapy alone (Combo = 178 genes; RT = 5 genes; αPD-L1 = 6 genes), with minimal overlap in upregulated genes across the three treatment groups (Supplementary Fig. 5c, d). In contrast, relatively few genes were significantly downregulated across all three treatment cohorts (Combo = 13 genes; αPD-L1 = 14 genes; RT = 13 genes) (Supplementary Fig. 5c), emphasizing the unique effect of combination therapy in driving gene upregulation.

To better understand the functional and transcriptional relevance of the expanded T_STEM-2_ subset, we examined a curated panel of key differentially expressed genes between T_STEM-2_ and the other *Tcf7*-expressing subsets (Fig. 5d). Stem-like and memory-associated marker *Ly6a* was enriched in T_STEM-2_ cells, consistent with their progenitor-like identity. Additionally, the migration-associated marker *Ccrl2* and the activating receptor *Klrk1*, commonly associated with NK cells, were upregulated alongside the effector molecule *Gzmb*. In contrast, exhaustion markers such as *Tox* were predominantly expressed in the T_PEX_ subset, highlighting distinct transcriptional states.

Building on these findings, we explored T_STEM-2_-specific transcriptional responses across different treatment conditions. T_STEM-2_ cells displayed distinct transcriptional changes with effector genes such as *Gzmb* and *Klrk1* upregulated in all treatment groups (RT + αPD-L1, RT, and αPD-L1) compared to the control, suggesting enhanced cytotoxic potential across therapeutic contexts. Exhaustion markers (*Dapl1, Ctla4*, *Dusp1*, and *Btla*) were markedly reduced, particularly in the combination therapy group. Stem-related genes (*Tcf7*, *Il7r*, and *Sell*) remained consistently expressed. Of note, *Ly6a* genes (*Ly6c2* and *Ly6a*), migration-related genes (*Cxcr3, Ly6c2, Cxcl10, Ccrl2*, and *Icam1*), cytokine receptors (*Il18rap, Ifngr1*, and *Il18r1*), and type I interferon response genes ((*Irf7, Isg15*, *Ifitm3* and *Stat3*) were elevated in T_STEM-2_ cells compared to other subsets under all treatment conditions; however, these pathways were further upregulated in the T_STEM-2_ cells of the combination therapy group. Other subsets, including T_STEM-1_ and T_PEX_, exhibited less pronounced transcriptional changes in response to treatment, emphasizing the unique impact of combination therapy on T_STEM-2_ cells (Fig. 5e, Supplementary Fig. 5e, f).

Given the T_STEM-2_ cell subset expression of both stemness and effector-like markers, we evaluated the differentiation trajectories of the TdLN TCF-1+ populations. RNA velocity was performed on cells under combination RT + αPD-L1. The velocity vector field, visualized on the UMAP embedding (Fig. 5f), points to distinct pathways originating from T_STEM-1_ and progressing towards either T_STEM-2_ or T_PEX_ populations. These findings suggest the T_STEM-2_ are an intermediate in a non-canonical differentiation program driven by combination RT + αPD-L1 therapy.

### T_STEM-2_ from the TdLN traffic to the tumor where they undergo differentiation

Next, to investigate these scRNA-seq findings further and determine if they correlated with protein expression, we adoptively transferred tumor specific CD45.2+ P14s into CD45.1 mice, implanted a single tumor, treated with RT + αPD-L1, and then, on day 17, we co-stained the transferred cells in the TdLN and tumor. In the TdLN, again gating on PD-1+ CD44 + P14s, we observed both TCF-1+ LY6A+ and TCF-1+ LY6A- subsets (Fig. 6a). Within the TCF-1 + LY6A- population, we found a TOX+ and TOX- population which were defined as T_STEM-1_ and T_PEX_ respectively^22^. Within the LY6A+ population, we further identified a CD314+ subset, and consistent our scRNA-seq data, this was termed the T_STEM-2_ population. We found a > 10 fold increase in the T_STEM-2_ population between control and combination therapy as in the scRNA-seq data. There were also notable, but lower magnitude increases in T_PEX_ and T_STEM-1_ (Fig. 6b). In the tumor, a TOX+ TCF-1- subset was observed (Fig. 6c). The MFI for a selection of markers varied somewhat across these different subsets and was consistent with the scRNA-seq data (Fig. 6d). Tumor-specific P14 T_STEM-2_ cells were also identified in the blood following RT + αPD-L1 (Fig. 6e), suggesting they can traffic from the TdLN to other tissues including the tumor. A similar increase in the TdLN T_STEM-2_ population was observed with another tumor, YUMMER1.7, treated with combination RT + αPD-L1 (Supplementary Fig. 6a–c), demonstrating the findings are not limited to a single model.

**Fig. 6:**
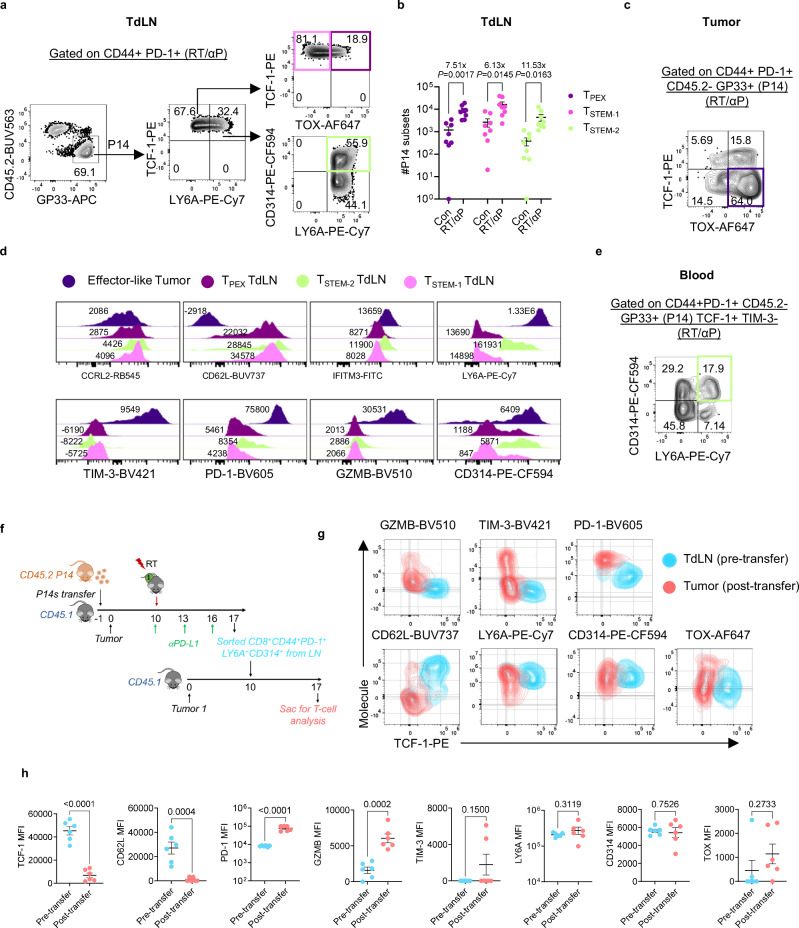
T_STEM-2_ cells differentiate into TIM-3+ T cells in the tumor. **a** Representative flow plots showing the gating strategy for identification of TCF-1+ subsets among transferred P14 cells in the TdLN following RT + αPD-L1. **b** Quantification of P14 subsets in the TdLN. Data are combined from two separate experiments (*n* = 8 total). **c** Representative flow plot gating on transferred P14s in the tumor. **d** Representative histogram plots for the different subsets. **e** Representative flow plots of P14 TCF−1+ LY6A+ CD314+ cells in the blood. **f** Experimental schema for serial adoptive transfer. **g** Representative flow plots depicting expression of various markers on T_STEM-2_ cells pre- and post-transfer. **h** Quantification of MFIs (mean fluorescence intensity) of different markers; data reflect combined data from two separate experiments (*n* = 6 total). All data are presented as mean values ± SEM. Statistical significance calculated by two-tailed unpaired t test. Source data are provided as a Source Data file.

Since the tumor-specific T_STEM-2_ are identifiable in the blood and express a migratory transcriptional signature, we performed an adoptive transfer experiment to determine whether they can infiltrate the tumor and can further differentiate into effector-like cells (Fig. 6f). P14 T_STEM-2_ from the TdLN were sorted and transferred into B16F10GP single tumor-bearing mice (Fig. 6f, Supplementary Fig. 6d). 7 days later, the transferred cells were in the tumor and had downregulated TCF-1, CD62L, increased expression of PD-1 and upregulated GZMB and TIM-3 demonstrating an ability to differentiate into an effector-like subset (Fig. 6g, h).

### CD8+ PD-1+ TCF-1+ T cells are required for enhanced tumor control with combination RT + αPD-L1

Finally, given the broad impact of RT/αPD-L1 on the PD-1+ TCF-1+ subset in the TdLN, we evaluated whether this subset was required for the enhanced tumor control observed with combination therapy. We generated a knock-in mouse allowing for specific depletion of TCF-1+ T cells. A diphtheria toxin receptor (DTR) P2A eGFP gene was inserted into the 3’ untranslated region of the *Tcf7* locus using CRISPR technology (Supplementary Fig. 7a). CD45.2 Tcf7^DTR-eGFP^ were then bred with P14 mice to generate CD45.2 P14 Tcf7^DTR-eGFP^ (Supplementary Fig. 7a). To verify that P14 Tcf7^DTR-eGFP^ (P14 DTR+ ) activate and differentiate into T cells expressing both PD-1 and TCF-1 as well as eGFP, we adoptively transferred CD45.2 P14 DTR+ cells into CD45.1 mice on day -1. B16F10GP cells were then injected on bilateral flanks on day 0. We found P14 DTR+ T cells in both tumors, TdLN and expressing PD-1 at all sites (Supplementary Fig. 7b–d). eGFP was highly expressed in the TCF-1+ subset in both tumors and TdLN, but not in the TCF-1- TIM-3+ T cells from the tumors on day 19 (Supplementary Fig. 7e, f). Of note, PD-1+ TCF-1+ P14 DTR+ numbers in the TdLN and tumors were similar to P14 DTR- suggesting no differences in response to chronic antigenic stimulation (Supplementary Fig. 7g, h). Tumor growth kinetics for both tumor 1 and tumor 2 in P14 DTR+ and DTR- recipients were indistinguishable (Supplementary Fig. 7i).

Next, we tested whether diphtheria toxin (DT) specifically depleted the TCF-1+ T cell population. DTR- or DTR+ P14 were adoptively transferred followed by bilateral tumor inoculations and DT administration (Supplementary Fig. 8a). In both the TdLN and the bilateral tumors, DT ablated TCF-1+ cells from adoptively transferred P14 DTR+ but not from P14 DTR- littermate controls (Supplementary Fig. 8b–e). There was also a reduction in TIM-3+ TCF-1- population (Supplementary Fig. 8f) attributable to the elimination of the precursor TCF-1+ T cells. Importantly, endogenous PD-1+ TCF-1+ T cells and PD-1+ TIM-3+ were unchanged in either DTR- or DTR+ recipients in the TdLN and both flank tumors (Supplementary Fig. 8g–i).

Having validated specific depletion of TCF-1+ T cells in CD45.1 recipient mice, we explored the impact of PD-1+ TCF-1+ T cell depletion on RT + αPD-L1. To do this, we again adoptively transferred P14 DTR+ or P14 DTR- from littermate controls into CD45.1 and implanted tumors on bilateral flanks (Fig. 7a) followed by combination therapy starting on Day 12. In the TdLN, the adoptively transferred P14+ DTR- T cells were detectable, had robustly upregulated PD-1 and were nearly all TCF-1+ , while the TCF-1+ cells in P14 DTR+ recipients were all depleted (Fig. 7b–e, Supplementary Fig. 9a). Additionally, in the P14 DTR- recipient mice treated with RT + αPD-L1, we could detect the LY6A+ cells in the TdLN draining the irradiated tumor (tumor 1), and this TCF-1 expressing subset was also ablated in the P14 DTR+ recipients (Fig. 7f, g). Next, we evaluated tumor 1 and tumor 2 and found transferred P14s in both the P14 DTR+ and P14 DTR- recipients with all expressing high levels of PD-1 (Fig. 7h, i). The TCF-1+ T cell subset was again specifically depleted in only P14 DTR+ recipients (Fig. 7j, k, Supplementary Fig. 9b–d). A reduction was also observed in both tumors of the TIM-3+ subset again confirming that the PD-1+ TCF-1+ T cells are necessary for TIM-3+ TCF-1- production (Fig. 7l, Supplementary Fig. 9e). Finally, we evaluated the growth of tumors 1 and 2 and found that with specific PD-1+ TCF-1+ depletion, both local tumor control and the abscopal effect induced by combination RT + αPD-L1 were significantly reduced (Fig. 7m, Supplementary Fig. 9f). It is likely that the endogenous PD-1+ TCF-1+ are responsible for the DTR+ group still demonstrating slowed tumor kinetics compared to controls. The results demonstrate that PD-1+ TCF-1+ T cells are important for optimally  enhanced tumor control observed with combination RT + αPD-L1.

**Fig. 7:**
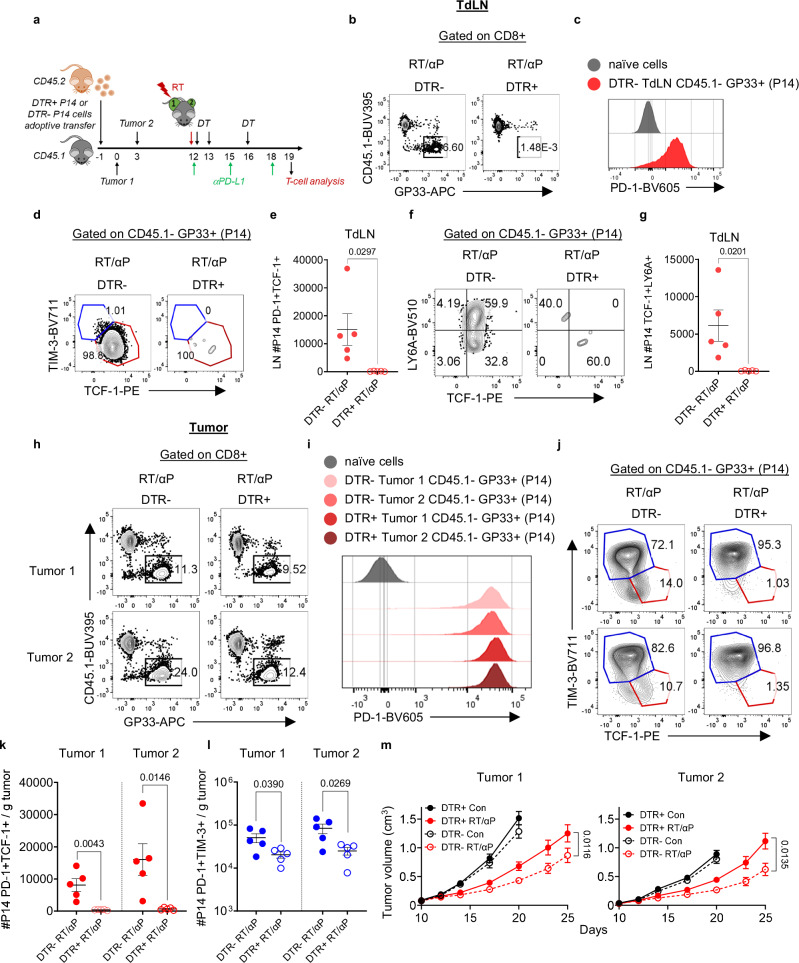
PD-1+ TCF-1+ CD8+ T cell depletion attenuates the enhanced tumor control of RT + αPD-L1. **a** Experimental schema with diphtheria toxin (DT) reflecting time points of DT administration. **b** Representative flow plots of DTR- or DTR+ P14 cells in the TdLN of tumor 1. DTR, diphtheria toxin receptor. **c** Representative histogram plot of PD-1 expression in the DTR- P14 T cells in the TdLN of tumor 1. **d** Representative flow plots of P14 subsets in the TdLN of tumor 1 for DTR- and DTR+ . **e** Quantitation of P14 PD-1+ TCF-1+ T cells in the TdLN. **f** Representative flow plots of LY6A+ TCF-1+ cells in the TdLN. **g** Quantitation of LY6A+ TCF-1+ cells in the TdLN. **h** Representative flow plots of DTR- or DTR+ P14 cells in the tumor. **i** Representative histogram plots for PD-1 expression in DTR+ and DTR- P14 cells. **j** Representative flow plots of P14 subsets in the tumors. **k** Quantitation of the number of P14 PD-1+ TCF-1+ T cells and (**l**) TIM-3+ per gram tumor. **m** Tumor growth kinetics under different treatment conditions with DTR+ or DTR- P14 cell transfer. Data shown from a representative experiment *n* = 5 per group, repeated 3 times. All data are presented as mean values ± SEM. Statistical significance calculated by two-tailed unpaired t test. Source data are provided as a Source Data file.

## Discussion

The aim of our study was to mechanistically dissect the abscopal effect mediated by combination RT + αPD-L1 to enhance the translational impact and guide approaches to overcome treatment failure in humans. Here, using murine melanoma models, we found that combination therapy robustly stimulates PD-1+ TCF-1+ T cell migration from the TdLN and expansion/differentiation in the tumor. Within the TdLN, RT + αPD-L1 expanded a novel subset that expresses *Tcf7, Klrk1* and *Ly6a* and has both a migratory and type I interferon signature. This LY6A+ CD314+ subset can migrate to the tumor and differentiate into TIM-3+ GZMB+ TCF-1- effector-like cells. Finally, we showed that PD-1+ TCF-1+ T cells are important for the enhanced tumor control observed with combination RT + αPD-L1. These data have several biological and clinical implications.

Biologically, RT has been previously shown to promote the release of both cryptic/sequestered tumor antigen, type I interferon signaling, and damage associated molecular patterns (DAMPs) leading to enhanced APC maturation and T cell activation^12,36^. Importantly, prior studies primarily focused on the intra-tumoral T cells, largely neglecting the T cell subsets present in secondary lymphoid organs^14^. Our findings suggest that the RT induced antigen bolus and/or cytokine production (including type I interferons) is enough, by itself, to promote PD-1+ TCF-1+ T cell expansion and differentiation initiated in the TdLN (Fig. 3i–l)^36,37^. This is further enhanced and modified by the presence of αPD-L1. This observation is novel as, to this point, robust PD-1+ TCF-1+ T cell differentiation was thought to be almost exclusively dependent on PD-1/L1 blockade. Whether APC migration from the tumor to the TdLN or whether antigen passively drains to the node following RT is an area of active investigation and the focus of future studies.

Another intriguing finding from our study is the identification and significant increase of the T_STEM-2_ phenotype in the TdLN following combination therapy. This subset appears to differentiate from the T_STEM-1_ population and given the type I interferon signature in the T_STEM-2_, we speculate interferon-α/β may play a role^36–38^. Although this subset was present at very small numbers at baseline, it also exhibited a distinct transcriptional profile post-treatment. ScRNA-seq analysis revealed elevated expression of *Cxcr3*, consistent with enhanced tumor-homing capacity, alongside production of *Cxcl10*, suggesting a chemoattractant role. These attributes suggest that T_STEM-2_ cells serve as central coordinators of immune recruitment, particularly for *Cxcr3*-expressing populations such as CD8+ T cells and NK cells, while simultaneously modulating the tumor microenvironment to optimize effector cell retention and sustain anti-tumor responses. This dual functionality of migration and modulation provides a mechanistic basis for the enhanced effects of combination therapy. Validation of the chemoattractant role of T_STEM-2_ cells could clarify their contribution to the immune coordination underlying combination therapy.

Our findings should also be evaluated in the context of an elegant study from Hashimoto et al., which demonstrated that in chronic LCMV, combined IL-2 + αPD-L1 treatment induced a unique T cell phenotype co-expressing *Tcf7* and effector molecules^39^. In our study, following combination therapy, the T_STEM-2_ subset in the TdLN demonstrated stem and modest levels of effector gene expression suggesting that there may be shared induction mechanisms between those two subsets in different treatment and model systems. Of note, in our study T_STEM-2_ cells can migrate to the tumor and continue their differentiation into TIM-3+ GZMB+ cells potentially bypassing the T_PEX_ intermediate state in the TdLN. Although these results are compelling, we wish to avoid overstating these observations, and it is still possible that T_STEM-2_ undergo transient T_PEX_ differentiation in the tumor prior to TCF-1 downregulation^22^. Future studies will evaluate this in more detail, as well as determining whether the T_STEM-2_ subset may serve as superior precursor for adoptive cell therapy and whether they can generate TIM-3+ GZMB+ with more potent effector potential.

Clinically, a number of trials evaluating combination RT + checkpoint blockade have had mixed to underwhelming results^19,21,40^. Many of the clinical trials have focused on treating larger volumes with elective nodal irradiation, in particular head and neck cancer^40^. More recent data has confirmed that elective nodal irradiation or surgical nodal disruption can blunt both the local and distant radio-immunotherapy stimulated anti-tumor response^24,25,41,42^. Our findings offer a potential explanation for the observed clinical data, providing insight into the underlying mechanisms which may also impact RT with other checkpoint inhibitors including αCTLA-4^43^. These data also suggest that a neoadjuvant approach to combination therapy, especially for melanoma, where the draining nodes are not disturbed by either surgery or radiation will have the potential for greater anti-tumor immune responses. Similarly, metastatic sites of disease targeted for induction of an abscopal response must have robust nodal drainage to effectively stimulate an immune response.

Finally, future studies will investigate methods to overcome the dependency on the TdLN. As noted, many clinical scenarios have tumors which either lack robust nodal drainage or it is difficult to assess. Therefore, if a TdLN-like microenvironment can be replicated within the tumor or other secondary lymphoid organs, then this anatomical and immunologic limitation may be overcome.

### Limitations of this study

In this study, we evaluated the importance of the TdLN and PD-1+ TCF-1+ T cells for the enhanced tumor control of RT + αPD-L1 in murine melanoma tumor models. However, human data will ultimately be needed to determine the applicability of these findings to human disease. Clinical trials to evaluate the immunologic impact of neoadjuvant RT + αPD-1/L1 in melanoma are planned. Additionally, given our studies were restricted to melanoma, other cancer types need to be investigated in the future to establish the generalizability of our findings.

## Methods

### Mice

Six-week-old female C57BL/6 mice were purchased from the Jackson Laboratory. All mice were used in accordance with the Emory University Institutional Animal Care and Use Committee guidelines (protocol #: PROTO202000109). Mice were housed under the following conditions: a light cycle from 7:00 AM to 7:00 PM, a temperature of between 68 and 72 °F, and humidity ranging from 30 to 70 g/m^3^. Mice were sacrificed if they become sick, lethargic or had >10% weight loss prior to tumor volume defined endpoint. The B16F10 cell line was obtained from American Type Culture Collection (ATCC #CRL-6475). A B16F10 cell line expressing the glycoprotein (GP) of the LCMV Armstrong strain was generated by lentiviral transduction. Briefly, the codon- optimized GP was cloned into the bicistronic replication deficient lentiviral vector pLVX- IRES- ZsGreen1 (Takara) followed by production of lentiviral particles in 293 T cells (ATCC) and lentiviral transduction of B16F10 cells. A stable B16F10GP cell line was established by sorting B16F10 cells expressing high levels of the green fluorescent protein ZsGreen1 using a FACS AriaII (BD Biosciences) 2 weeks after transduction. The cell line was grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS, 100 U/mL penicillin, 100 µg/mL streptomycin, and 2 mM glutamine. The cells were cultured at 37 °C with 5% CO_2_. YUMM1.7/YUMMER1.7 were a kind gift of the Paulos laboratory. Detailed information on the medium and chemicals used is listed in the key resources table. Tcf7^DTR-eGFP^ mice was created by CRISPR/Cas-mediated genome engineering (Taconic Biosciences). The gRNA to mouse Tcf7 gene (target sequence: ATGTTGGTGCTGGCTCCACTGGG), the donor vector containing “IRES-DTR-P2A-EGFP” cassette, and Cas9 mRNA were co-injected into fertilized mouse eggs to generate targeted knock-in offspring. F0 founder animals were identified by PCR followed by sequence analysis, which were bred to wildtype mice to test germline transmission and F1 animal generation. These mice were then bred to P14 mice to generate P14 Tcf7^DTR-eGFP^. PCR Primers 1: F: 5’-ACTGTGGATTCACCCTCTGTTTAC-3’, R: 5’-ATCTTCATCACCTTAAGAGGACCC-3’. Product size: 2467 bp Wildtype allele: 469 bp. PCR Primers 2: F: 5’-CGAAGAGAAAGTGAAGTTGGGCA-3’, R: 5’-AGCTTGCCGTAGGTGGCATC-3’. Product size: 231 bp. Homozygous: two bands with 231 and 2467 bp. Heterozygous: three bands with 231 bp, 469 bp and 2467 bp. WT: one band with 469 bp.

### Tumor irradiation

5 × 10^5^ B16F10GP cells were injected into the right flanks on day 0 and left flanks on day 3. After the tumor was palpable (10–12 days), the right tumors were irradiated using Small Animal Radiation Therapy (SmART +) system by Precision. During radiation, mice were anesthetized with an isoflurane-based anesthesia system. The radiation dose was 10 Gy x 1 fraction or 8 Gy x 3 fractions. The treatment protocol was planned by SmART ATP – Advanced Treatment Planning. Tumor sizes were assessed using calipers. Tumor volume was calculated according to the formula length × width × depth × 0.52. For FTY720 experiment, FTY720 was provided in the drinking water (2 µg/mL) 2 days prior to RT. FTY720 treatment was continued throughout the entire experimental course. For αPD-L1 treatment, it was administered i.p. at a dose of 200 µg per mouse. For T cell analysis, mice were sacrificed on day 19 when tumor, spleen, blood, and TdLN were harvested. Mice were monitored and euthanized in accordance with the Emory University Institutional Animal Care and Use Committee tumor burden scoring guidelines. Any tumor exceeding 20 mm in length or 2000 mm^3^ in volume will result in euthanasia.

### Adoptive T cell transfer

P14 cells were obtained from the spleen of P14 mice. C57BL/6 mice (CD45.1) underwent retro-orbital injection with 2.5 × 10^5^ P14 cells one day prior to B16F10GP tumor cell implantation. P14 DTR± were used for stem-like T cell depletion experiments. For the depletion of DTR expressing cells, Diphtheria Toxin (DT) was injected i.p. 3 times at a dose of 50 mg/kg of body weight.

### Flow cytometry

Flow cytometric analysis was performed on a BD FACSymphony A3 or Cytek Aurora. Direct ex vivo staining and intracellular cytokine staining were performed with fluorochrome- conjugated antibodies. Tumor, TdLNs, blood, and spleen were harvested. Tumors were digested in Collagenase IV (300 units/mL) for 60 min in a shaker at 37 °C. TdLNs, spleen and digested tumor tissue were washed through a 70 µm filter using wash buffer (RPMI + 2% FBS) to produce a single-cell suspension. Spleen samples were ACK lysed and resuspended in FACS buffer (PBS + 2% FBS + EDTA). Tumor and blood samples underwent an additional step using lymphocyte separation medium before staining. Tissues were stained with antibodies. The list of antibodies and assays used is provided in the key resources  table. To detect tumor- specific CD8+ T cells, MHC-I tetramers were prepared (The NIH Tetramer Facility). For intracellular detection of transcription factors such as T-cell factor-1 (TCF-1), cells were surface stained for 30 min, fixed and permeabilized using the Foxp3 Fixation/Permeabilization Kit according to manufacturer’s instructions (eBioscience), followed by intracellular staining for 30 min. All staining was performed in a 96 well plate. Splenocytes were used for single color controls. FACS data were analyzed with FlowJo (V10.8) software.

### Cell sorting

For single-cell RNA sequencing, CD8+ PD-1+ CD44+ cells from the TdLNs were flow sorted on a FACSAria (BD) flow cytometer. Individual mice samples were hashed (BioLegend) and pooled for sequencing. CD8+ CD44- CD62L+ naïve cells from the TdLN of untreated control mice were also sorted and pooled to provide controls for the analysis. For TCR sequencing, CD8+ PD-1+ CD44+ cells from tumors were flow sorted on a FACSAria (BD) flow cytometer. For TCF-1+ P14s transfer, CD8+ PD-1+ CD44+ TIM-3- cells from TdLNs were flow sorted on a FACSAria (BD) flow cytometer. For T_STEM-2_ cell transfer, CD8+ PD-1+ CD44+ LY6A+ CD314+ cells from TdLNs were flow sorted on a FACSAria (BD) flow cytometer.

### Single-cell RNA sequencing

Single-cell RNA sequencing was performed by 10x Genomics Chromium Controller.

Pre-processing of single cell RNA-seq data: The Cell Ranger Single Cell Software Suite (version 5.0.1) by 10x Genomics was used to perform de-multiplexing, barcode processing, and single-cell 3’ gene counting. Reads from each pool were then aligned to the mm10-2020 mouse genome (2020 release). The count data was processed and analyzed in R (version 4.2.1) as described below. To deconvolute the cells belonging to each sample we used the Seurat package (version 4.1.1) in R. The outputs derived from CellRanger were used to create two separate objects (one with the transcriptome alignment and one with the antibody plus hashtags (HTO) alignment). Initial objects were created using the function “Read10X”. We filtered both objects based on the cell barcode to keep only cells which were identified in both the transcriptome and in the antibody alignments. After this cell filtering, we used the function “CreateSeuratObject” to create a transcriptome-based Seurat object. The antibody derived data was filtered to maintain only the hashtag counts; later it was appended as a specific assay using the “CreateAssayObject” function. For cell demultiplexing we used the function “HTODemux” with default parameters in order to maximize the number of singlets detected. Individual single cells were finally filtered based on their assigned “HTO_classification.global”= “Singlet”. Antibody reads were then normalized using the Seurat function “NormalizeData” with the parameters “normalization.method” = “CLR” and “margin”=”2”, to indicate a normalization across cells.

Quality control of the scRNA-seq: Low quality cells with a high percentage of mitochondrial gene counts (> ~10%) and with <500 measured genes were excluded. To mitigate potential doublet inclusion, cells with UMI count above 40,000 and detected genes above 5000 were removed. A total of 20 samples were sequenced and 38,578 single cells (Untreated, 9239 cells; RT, 8932 cells; αPD-L1, 10,502 cells; RT + αPD-L1, 9905 cells) were kept for subsequent analyses. In addition, the Miller et al. and Huang et al. single-cell datasets were imported without modification as validation sets^26,34^. After filtering, data in each cell was log normalized using Seurat’s ‘NormalizeData’ function (method = ‘LogNormalize’, scale.factor = 10,000), the 2000 most variable genes were identified, and the ‘ScaleData’ function was used to scale and center the gene expression matrix after regressing out the heterogeneity associated with cell cycle and mitochondrial contamination. For each dataset, the number of principal components used for neighborhood graph construction and dimensional reduction was set at 20. Uniform Manifold Approximation and Projection (UMAP) visualization indicated cells from different samples were well mixed into the shared space^44^.

Annotation of cell clusters: To identify cell subsets, we utilized publicly available single-cell RNA sequencing datasets with comprehensive cell type annotations, specifically those from Huang et al. and Miller et al.^26,34^. Unbiased cluster identification was conducted using the Leiden algorithm, a graph-based method for community detection that optimizes modularity. This method was selected over gene enrichment score cutoffs to ensure objective cluster identification. Identified clusters were validated against known cell type markers, and differential expression analysis using the ‘FindAllMarkers’ function in Seurat (test.use = ‘wilcox’, min.pct = 0.1, logfc.threshold = 0.5) was performed to confirm the accuracy and consistency of the clusters with established cellular profiles. This combination of approaches reinforced the reliability of cell subset identification and analysis.

scProportion Analysis: To quantify the proportions of CD8+ PD1+ T cell subsets from TdLN across treatment conditions, we employed the scProportionTest package^45^ which utilizes permutation-based statistical tests to detect significant differences in cell abundance. Proportion data were calculated based on the relative frequency of each subset. Results were visualized using ggplot2, illustrating the relative changes in their proportions across treatment conditions

Calculation of Gene Signature Density Plots: Gene signature density plots were generated to visualize the distribution of specific cell state signatures across cell populations. Gene signatures were curated from established literature and enrichment scores were calculated for each cell using the R package UCell^46^ which applies a rank-based method to estimate the expression of gene sets within single cells. To create smoothed density plots, the Nebulosa package^47^ was used, employing kernel density estimation to provide clear visualization of the distribution of signature scores across the cell populations. This approach allowed for the comprehensive assessment of various gene signature distributions in the analyzed dataset.

RNA velocity analysis: We performed RNA-velocity analysis on the TdLN dataset using velocyto (v0.17) and scvelo (v0.2.3)^40^. BAM files as generated by the BD Rhapsody WTA analysis pipeline were preprocessed with samtools to make them compatible with velocyto. Loom files generated by velocyto were loaded into scvelo to estimate and visualize RNA velocities according to the scvelo tutorial. Partition-based graph abstraction (PAGA)^41^ was computed based on the RNA velocity graph, using CD8+ PD-1+ T cell subclusters as grouping variable and the option minium_spanning_tree=False. The result was visualized as a graph showing the transition confidences as directed edges. The tumor cells were derived from the Miller et al. dataset^33^.

### TCR sequencing and analysis

Genomic DNA (gDNA) was extracted from sorted CD8+ PD-1+ T cells using AllPrep DNA/RNA Micro Kit (QIAGEN) according to the manufacturer’s instructions. The isolated gDNA was sent to Adaptive Biotechnologies (Seattle, WA, USA) for TCR sequencing by immunoSEQ assays. In the analysis, the percentage of unique TCRs in the tumor which were overlapping and non-overlapping with the TdLN TCRs were calculated.

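The percentage depends on what counts as a unique TCR. With productive nucleotide rearrangements, the rule used for the values above, the mean over 5 mice for tumor 1 was 33.1%. Counting distinct CDR3 amino acid sequences raised it to 40.0% ± 15.9 (SD, n = 5 mice), and also raised the mean level against the TdLN of another mouse, from 1.04% to 5.15%. Requiring the same V and J gene as well gave 38.2% ± 16.8 (SD, n = 5). Including non-productive rearrangements gave 29.9% ± 14.5, and non-productive rearrangements alone gave 26.4% ± 13.6 (SD, n = 5 each) against a mean of 0.320% with the TdLN of another mouse. With at least 2 templates required in both samples it was 36.3% ± 20.0, and with every TdLN downsampled to 3254 productive templates, the smallest total, it was 29.5% ± 18.0 (SD, n = 5 each). Without the rearrangements that also occurred in a sample of another mouse it was 28.6% ± 15.1 (SD, n = 5). The unique TCRs of a tumor include small rearrangements that share their last 40 bases, which span the V-J junction, with a rearrangement of the same sample that has at least 50 times as many templates. There were 143 of these among the 1423 unique TCRs of the 5 samples of tumor 1, or 10.0%, and 24 among the 15712 of the TdLNs. Leaving them out, a choice made after the data were seen, gave 35.3% ± 16.1 (SD, n = 5).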

### Statistical analysis

All experiments were analyzed using Prism 9 (GraphPad Software). Summary graphs show means ± SEM. Statistical significance was determined as described in the figure legend.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Source data are provided as a Source Data file. scRNA-seq data are available in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE256178. TCR-seq data are available in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE291836. Source data are provided with this paper.

# Supplementary material for: Combination radiation and αPD-L1 enhance tumor control by stimulating CD8+ PD-1+ TCF-1+ T cells in the tumor-draining lymph node
**Source:** Nat Commun. 2025 Apr 14;16:3522. doi: 10.1038/s41467-025-58510-1
**Supplement:** Supplementary file 1 — Supplementary Information

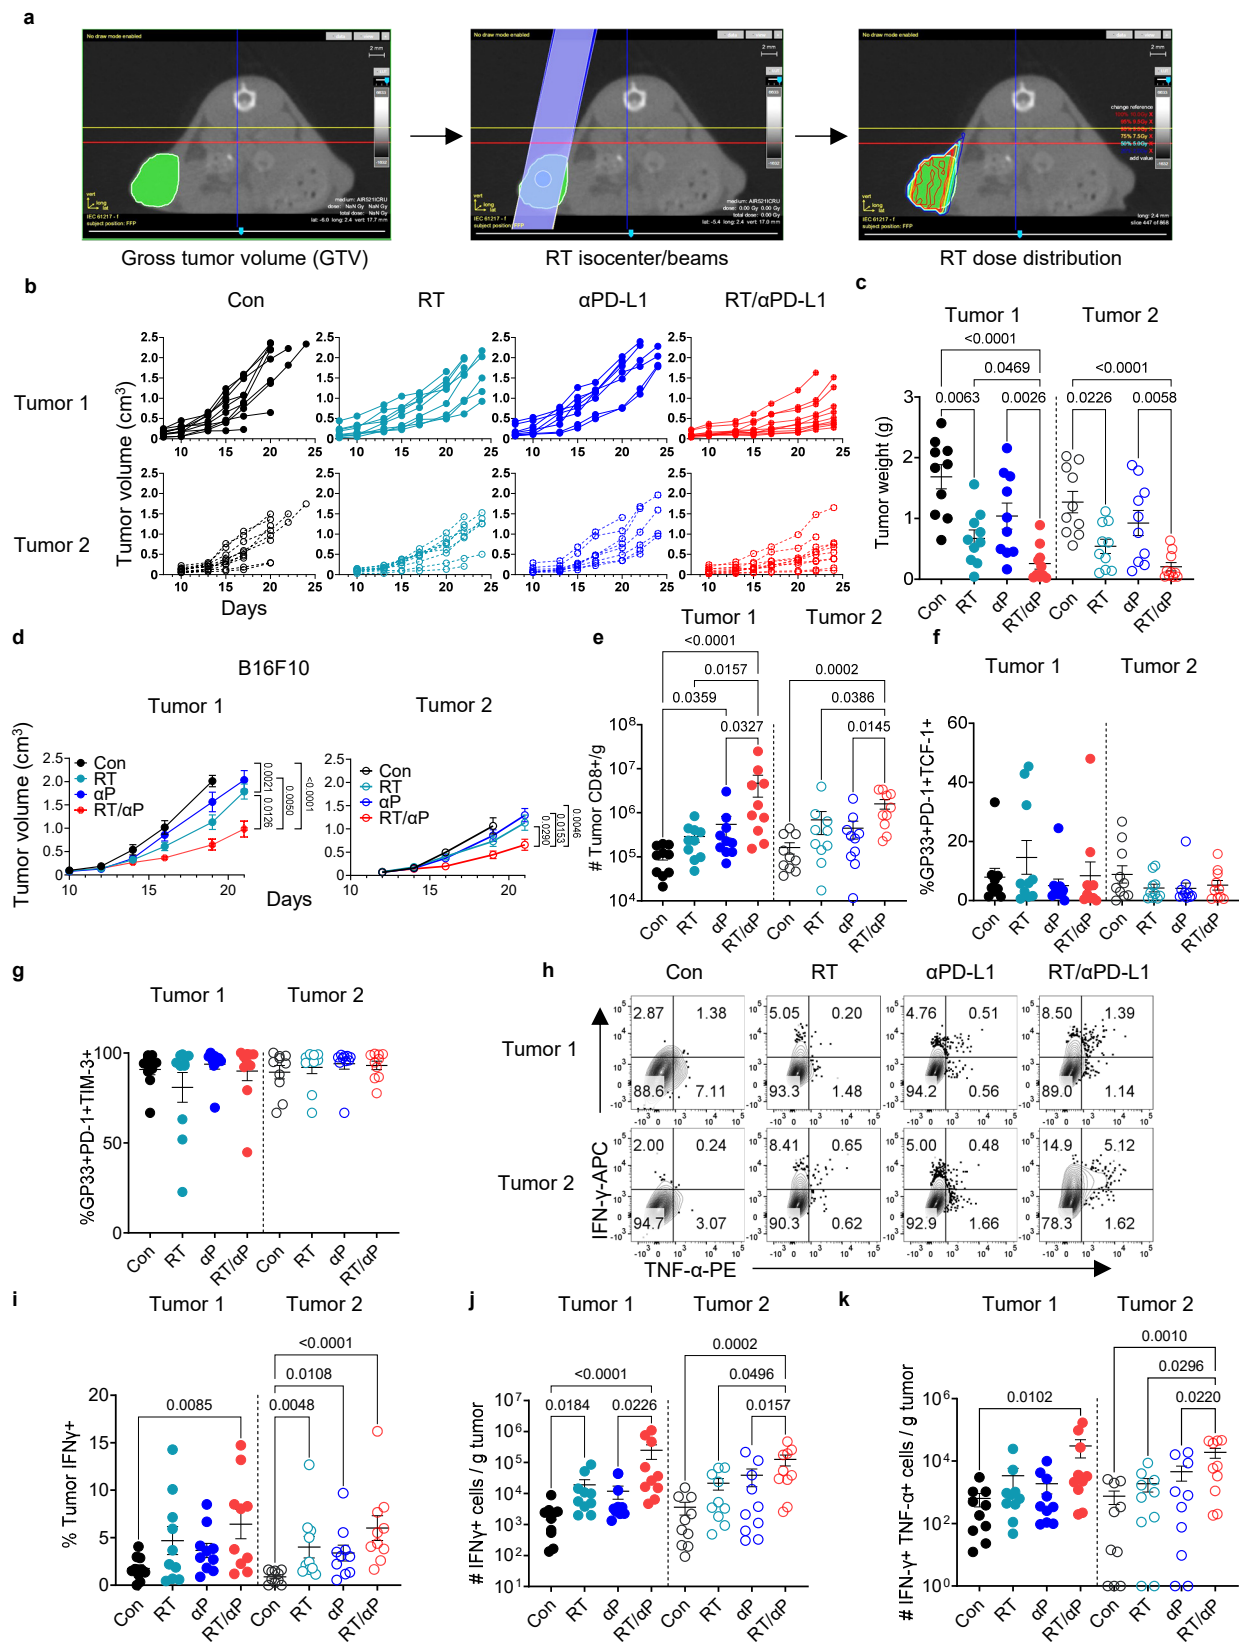

**Supplementary Figure 1. RT + αPD-L1 promote tumor control and an increase in intra-tumoral IFN $\gamma$ + CD8+ T cells, related to Figure 1. (a)** Representative images showing tumor GTV, RT isocenter, beams, and dose distribution with isodose lines. **(b)** Tumor growth kinetics under different treatment conditions for B16F10GP. Data reflect 2 separate experiments combined (Con n=8, RT n=9, αPD-L1 n=8, RT/αPD-L1 n=10 total). **(c)** Tumor weights under different treatment conditions. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 separate experiments (n=10 total). **(d)** Tumor growth kinetics under different treatment conditions for B16F10 parental model. Statistical significance calculated by two-tailed unpaired t test. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 1 experiment (n=5). **(e)** Quantitation of CD8+ T cells per gram tumor. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 separate experiments (n=10 total). **(f)** Frequency of PD-1+TCF-1+ cells and **(g)** PD-1+ TIM-3+ in the tumors. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 separate experiments (n=10 total). **(h)** Representative flow plots of IFN- $\gamma$ + TNF- $\alpha$ + cells in the tumors. **(i)** Frequency of IFN- $\gamma$ + cells in the tumors. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 separate experiments (n=10 total). **(j)** Quantitation of the number of IFN- $\gamma$ . Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 separate experiments (n=10 total). **(k)** Quantitation of the number of TNF- $\alpha$ + IFN- $\gamma$ + T cells per gram tumor. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 separate experiments (n=10 total). Statistical significance calculated by Kruskal-Wallis test, unless otherwise noted. Source data are provided as a Source Data file.

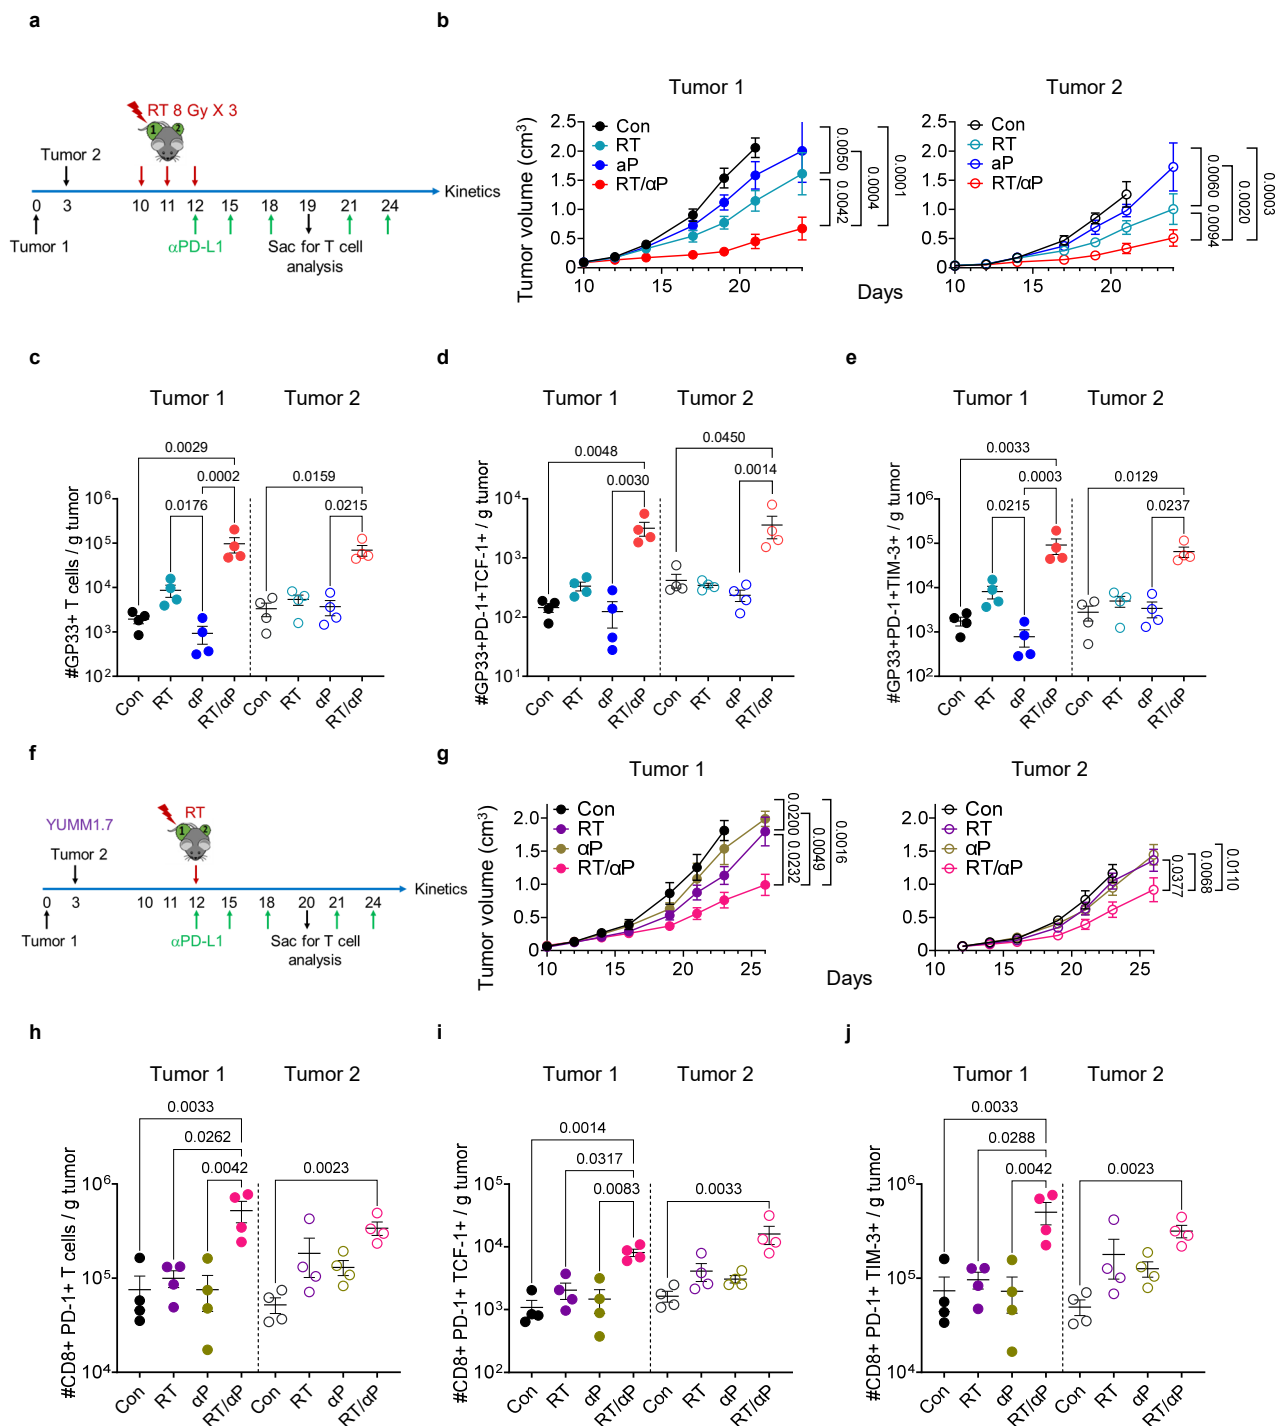

**Supplementary Figure 2. RT + αPD-L1 promote an increase in intra-tumoral PD-1+ TCF-1+ and PD-1+ TIM-3+ CD8+ T cells, related to Figure 1. (a)**

Experimental schema with B16F10GP treated with 8Gy x 3 fractions and anti-PD-L1 started the same day as last fraction. (b) Tumor growth kinetics under different treatment conditions for B16F10GP. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 1 experiment (n=5). Statistical significance calculated by two-tailed unpaired t test. (c) Quantitation plots for number of GP33+ T cells per gram tumor. Statistical significance calculated by one-way ANOVA. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 1 experiment (n=4). (d) Quantitation plots for number of PD-1+ TCF-1+ T cells per gram tumor. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 1 experiment (n=4). (e) Quantitation plots for number of PD-1+ TIM-3+ T cells per gram tumor. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 1 experiment (n=4). (f) Experimental schema with YUMM1.7 cell line; 10 Gy x 1 RT was administered. (g) Tumor growth kinetics under different treatment conditions for YUMM1.7. Statistical significance calculated by two-tailed unpaired t test. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 1 experiment (n=5). (h) Quantitation plots for number of PD-1+ T cells per gram tumor. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 1 experiment (n=4). (i) Quantitation plots for number of PD-1+ TCF-1+ T cells per gram tumor. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 1 experiment (n=4). (j) Quantitation plots for number of PD-1+ TIM-3+ T cells per gram tumor. The vast majority of CD8+ PD-1+ T cells in the tumor are TIM-3+ and therefore this plot appears similar to the bulk PD-1+ (h). Data are presented as mean values  $\pm$  SEM. Plots reflect data from 1 experiment (n=4). Statistical significance calculated by Kruskal-Wallis test, unless otherwise noted. Source data are provided as a Source Data file.

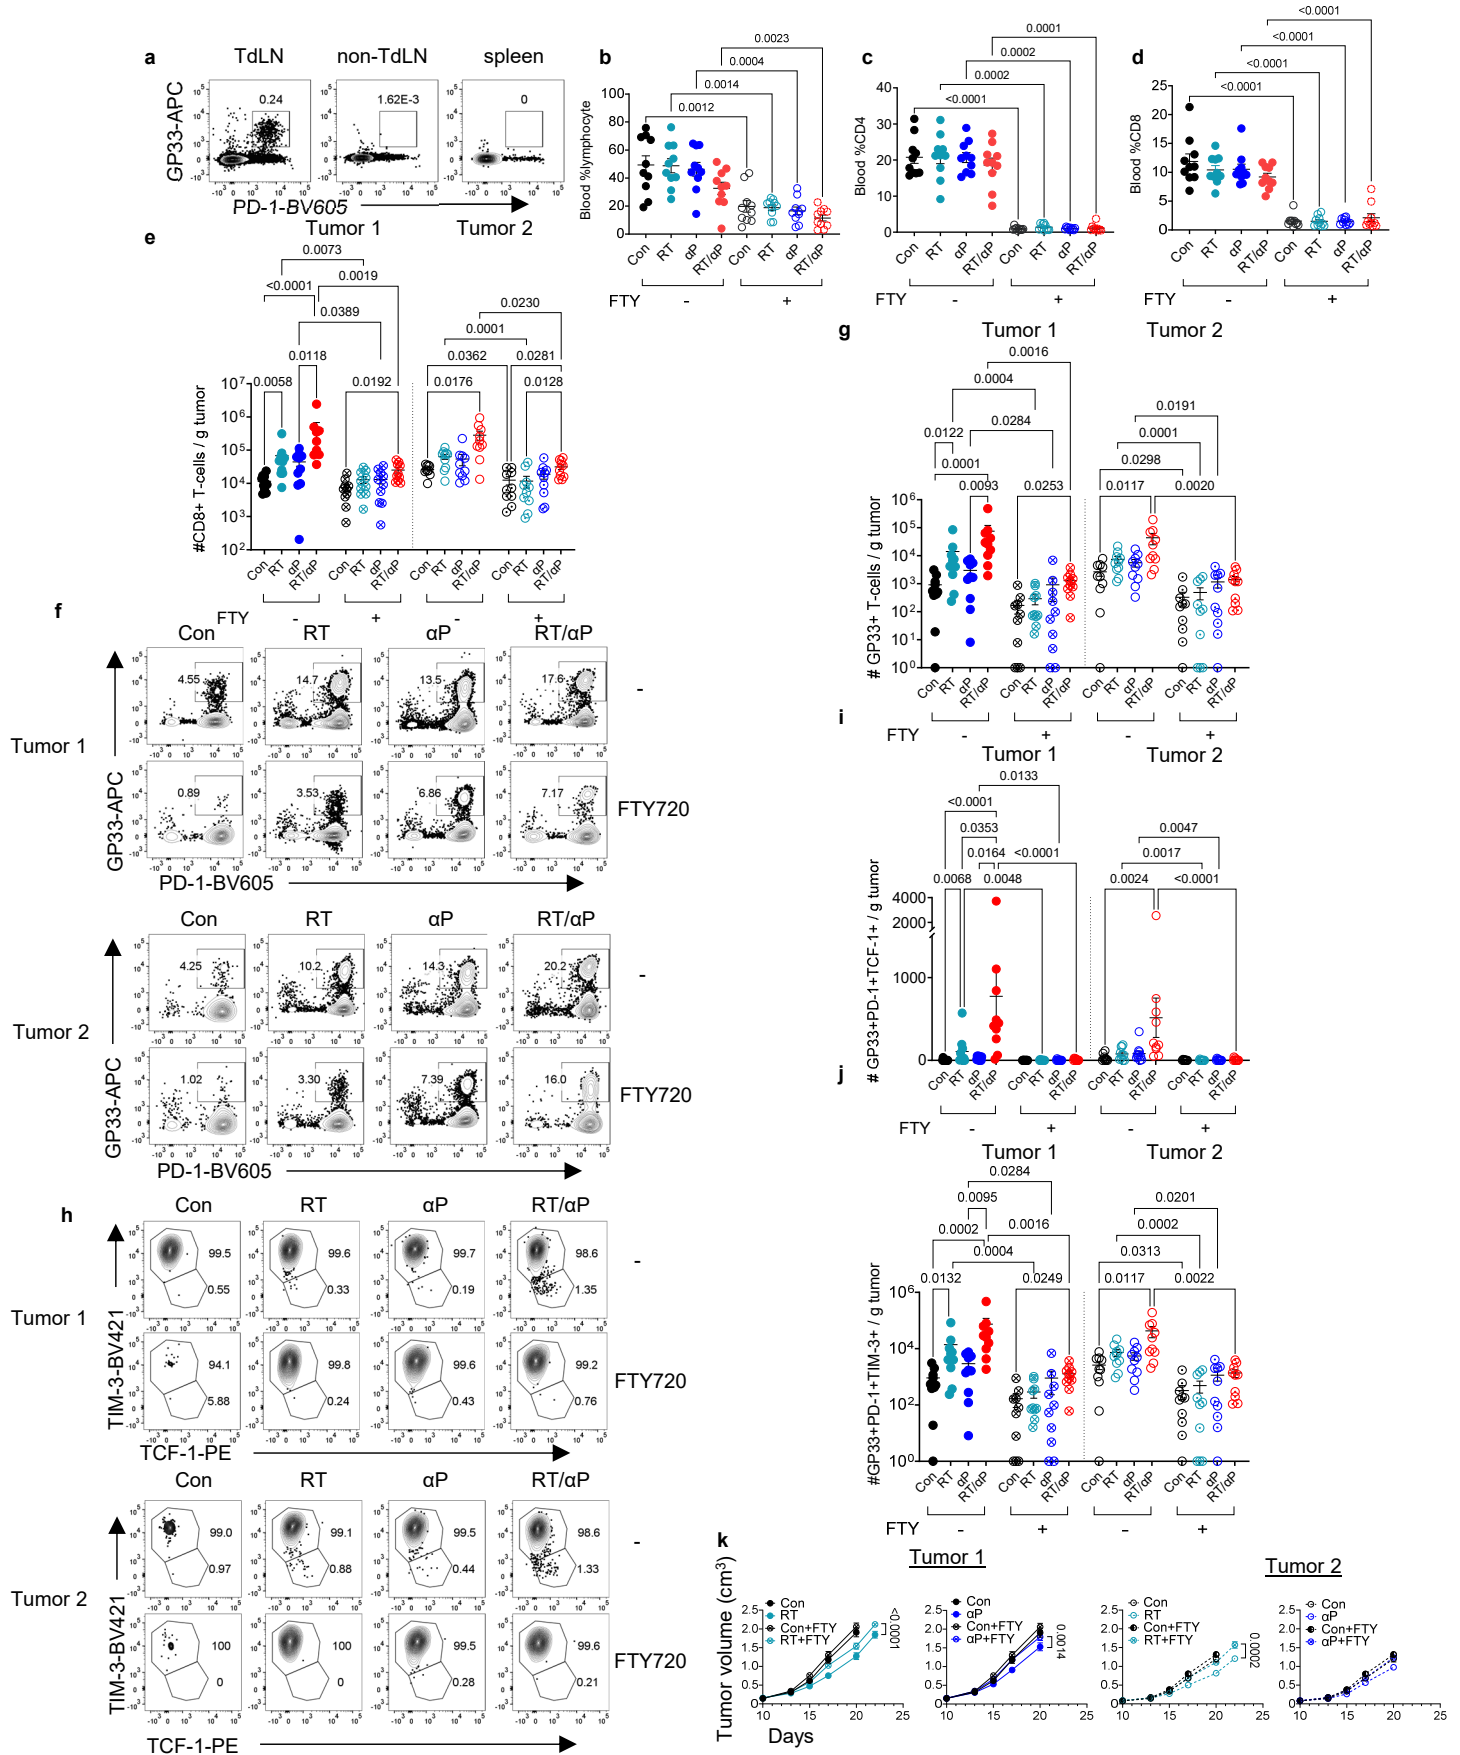

**Supplementary Figure 3. FTY720 treatment abolished the increased number of GP33+ T cells and attenuated tumor growth control by RT or anti-PD-L1, related to Figure 2.** (a) Representative flow plots of GP33+ T cells in different tissues. (b) Frequency of lymphocytes, (c) CD4+ T cells, and (d) CD8+ T cells in blood. Statistical Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 experiments (n=10). (e) Quantitation of CD8+ T cells per gram tumor. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 experiments (n=10). (f) Representative flow plots of GP33+ T cells in the tumors under different treatment conditions with or without FTY720. (g) Quantitation of GP33+ T cells in the tumors under different treatment conditions with or without FTY720. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 experiments (n=10). (h) Representative flow plots of GP33+ PD-1+ TCF-1+ T cells or TIM-3+ in the tumors under different treatment conditions with or without FTY720. (i) Quantitation of GP33+ PD-1+ TCF-1+ T cells per gram tumor and (j) PD-1+ TIM-3+ per gram tumor. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 experiments (n=10). (k) Tumor growth kinetics under different treatment conditions with or without FTY720. Data are presented as mean values  $\pm$  SEM. Statistical significance calculated by two-tailed unpaired t test. Data reflect combined data from 2 experiments (n=15). Statistical significance calculated by Kruskal-Wallis test, unless otherwise noted. Source data are provided as a Source Data file.

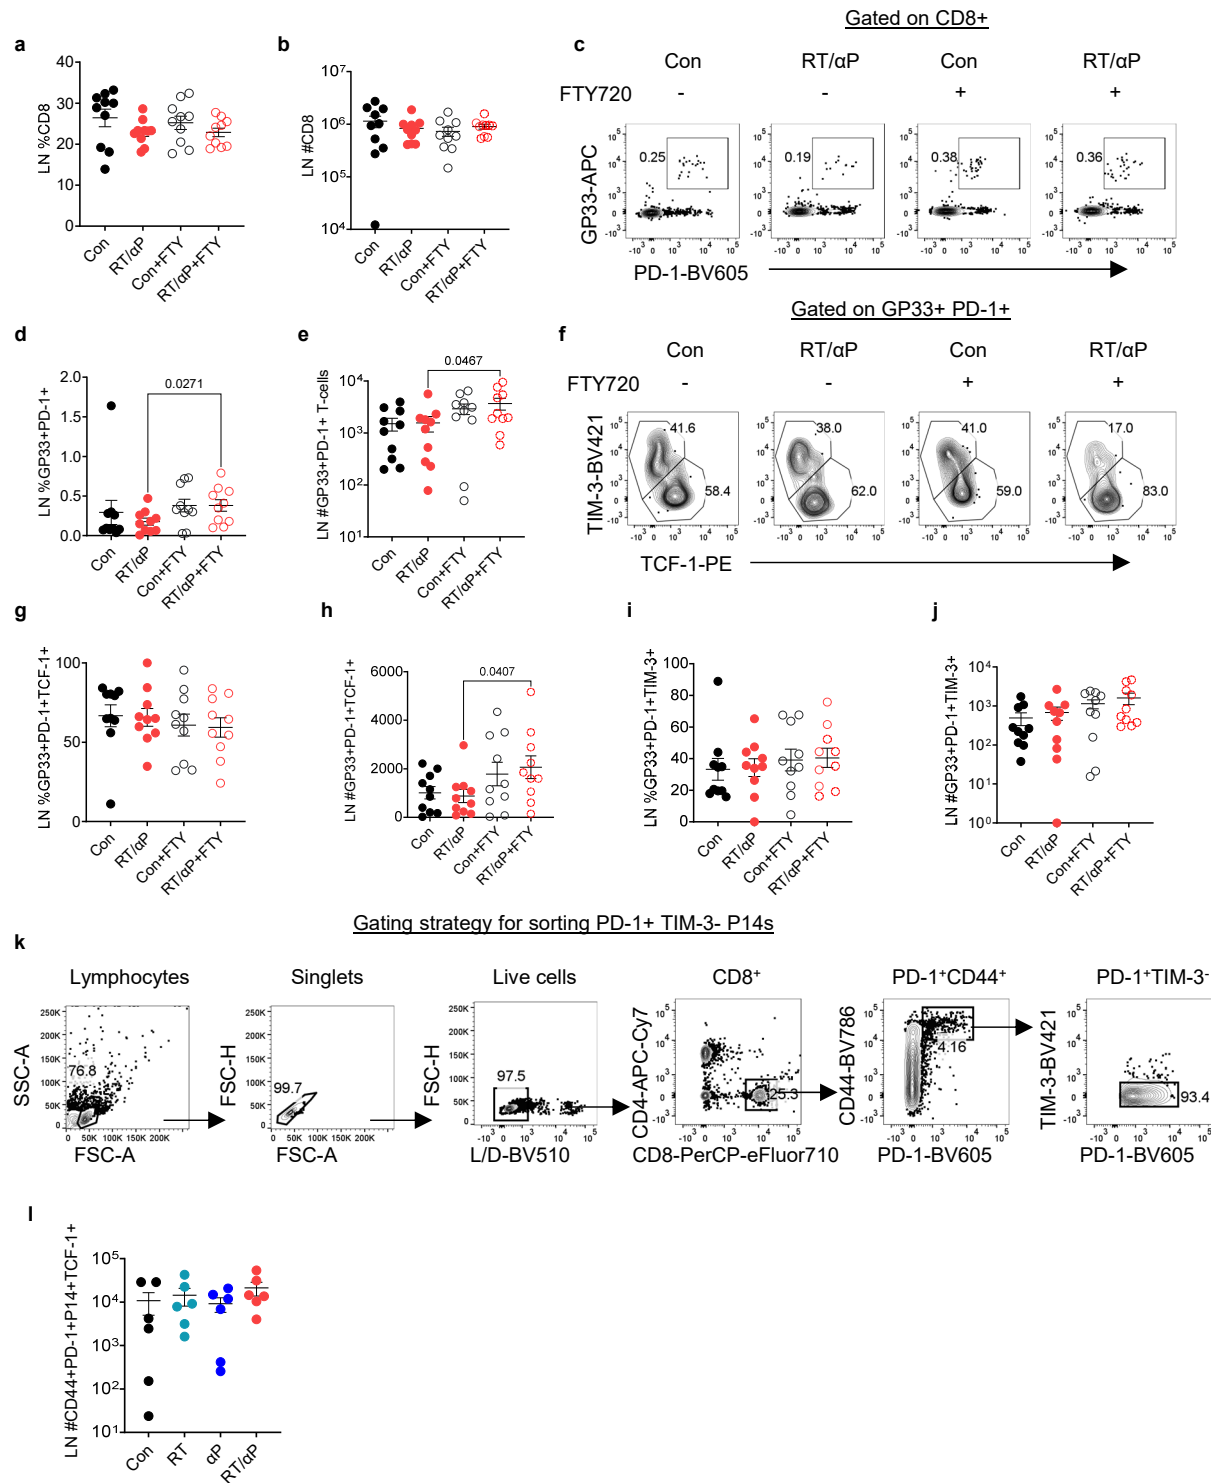

**Supplementary Figure 4. Changes of T cells in the TdLN, related to Figure 2 and Figure 3.** (a) Frequency of CD8+ T cells in the TdLN of tumor 1 under different treatment conditions with or without FTY720. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 2 experiments (n=10). (b) Number of CD8+ T cells in the TdLN of tumor 1 under different treatment conditions with or without FTY720. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 2 experiments (n=10). (c) Representative flow plots of GP33+ T cells in the TdLN of tumor 1 under different treatment conditions with or without FTY720. (d) Frequency and (e) number of GP33+ T cells in the TdLN of tumor 1 under different treatment conditions with or without FTY720. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 2 experiments (n=10). (f) Representative flow plots of GP33+ PD-1+ TCF-1+ T cells and TIM-3+ in the TdLN of tumor 1 under different treatment conditions with or without FTY720. (g) Frequency and (h) number of GP33+ PD-1+ TCF-1+ T cells in the TdLN of tumor 1 under different treatment conditions with or without FTY720. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 2 experiments (n=10). (i) Frequency and (j) number of PD-1+ TIM-3+ in the TdLN of tumor 1 under different treatment conditions with or without FTY720. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 2 experiments (n=10). (k) Gating strategy for sorting PD-1+ CD44+ TIM-3- P14s. (l) Quantitation of CD44+ PD-1+ P14+ TCF-1+ cells in the TdLN of tumor 1. Data are presented as mean values  $\pm$  SEM. Plots reflect data from 2 experiments (n=6). Statistical significance calculated by Kruskal-Wallis test, unless otherwise noted. Source data are provided as a Source Data file.

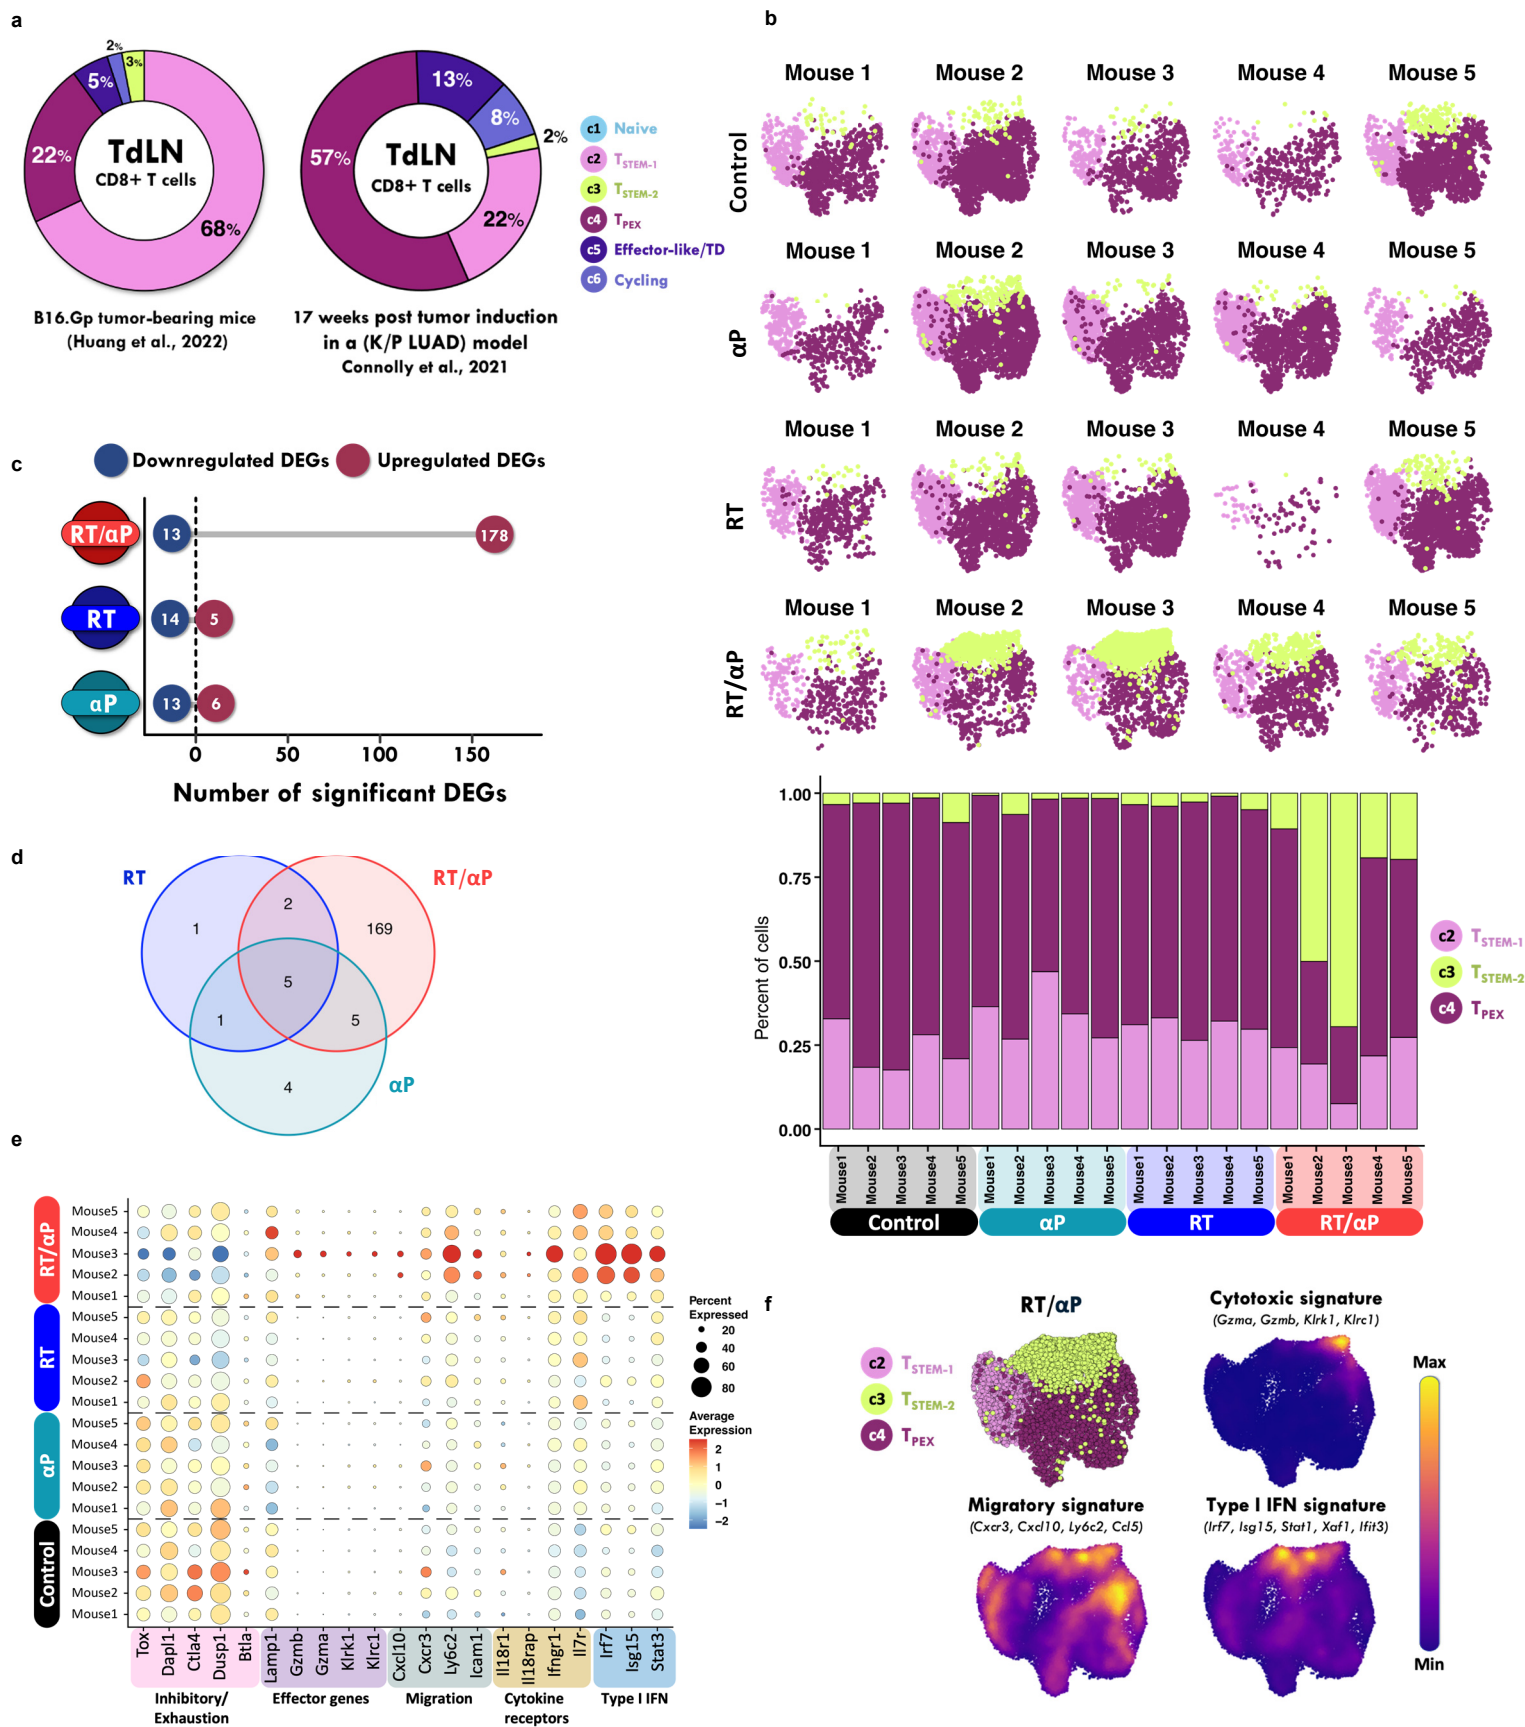

**Supplementary Figure 5. RT + αPD-L1 combination therapy induces a novel stem-like subset in the TdLN, related to Figure 4 and Figure 5. (a)** Quantitation of different subset frequencies in the TdLN from published data re-analyzed here. **(b)** UMAP and quantitation demonstrating the major *Tcf7*-expressing CD8+ PD-1+ T cell populations in the TdLN under different treatment conditions per mouse. **(c)** Differentially expressed genes (DEGs) relative to untreated controls. **(d)** Venn diagram showing the overlap among DEGs from pairwise comparisons between treatment groups and untreated controls. **(e)** DotPlot showing the expression of marker genes used to distinguish the  $T_{STEM-2}$  population per mouse. **(f)** Density plots evaluating the transcriptional signature in the TdLN with RT + αPD-L1 therapy. Source data are provided as a Source Data file and are available on the NCBI Gene Expression Omnibus (GEO) database.

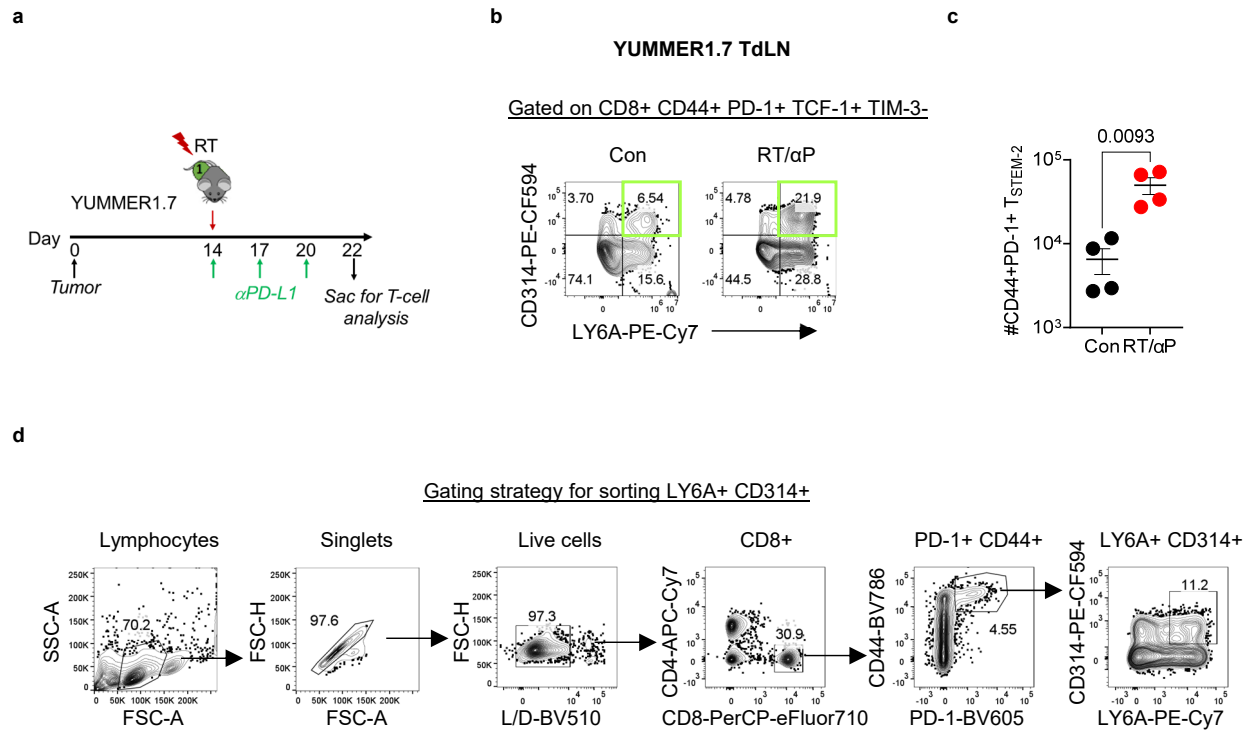

**Supplementary Figure 6. RT + αPD-L1 in combination promote T<sub>STEM-2</sub> population, related to Figure 6. (a)** Experimental schema with YUMMER1.7 cell line. **(b)** Representative flow plots of LY6A+ CD314+ T cells in the TdLN under different treatment conditions using the Yumner1.7. **(c)** Quantitation of LY6A+ CD314+ cells in the TdLN under different treatment conditions. Statistical significance calculated by two-tailed unpaired t test. Data are presented as mean values +/- SEM. Plots reflect data from 1 experiment (n=4). **(d)** Gating strategy for sorting LY6A+ CD314+ cells. Source data are provided as a Source Data file.

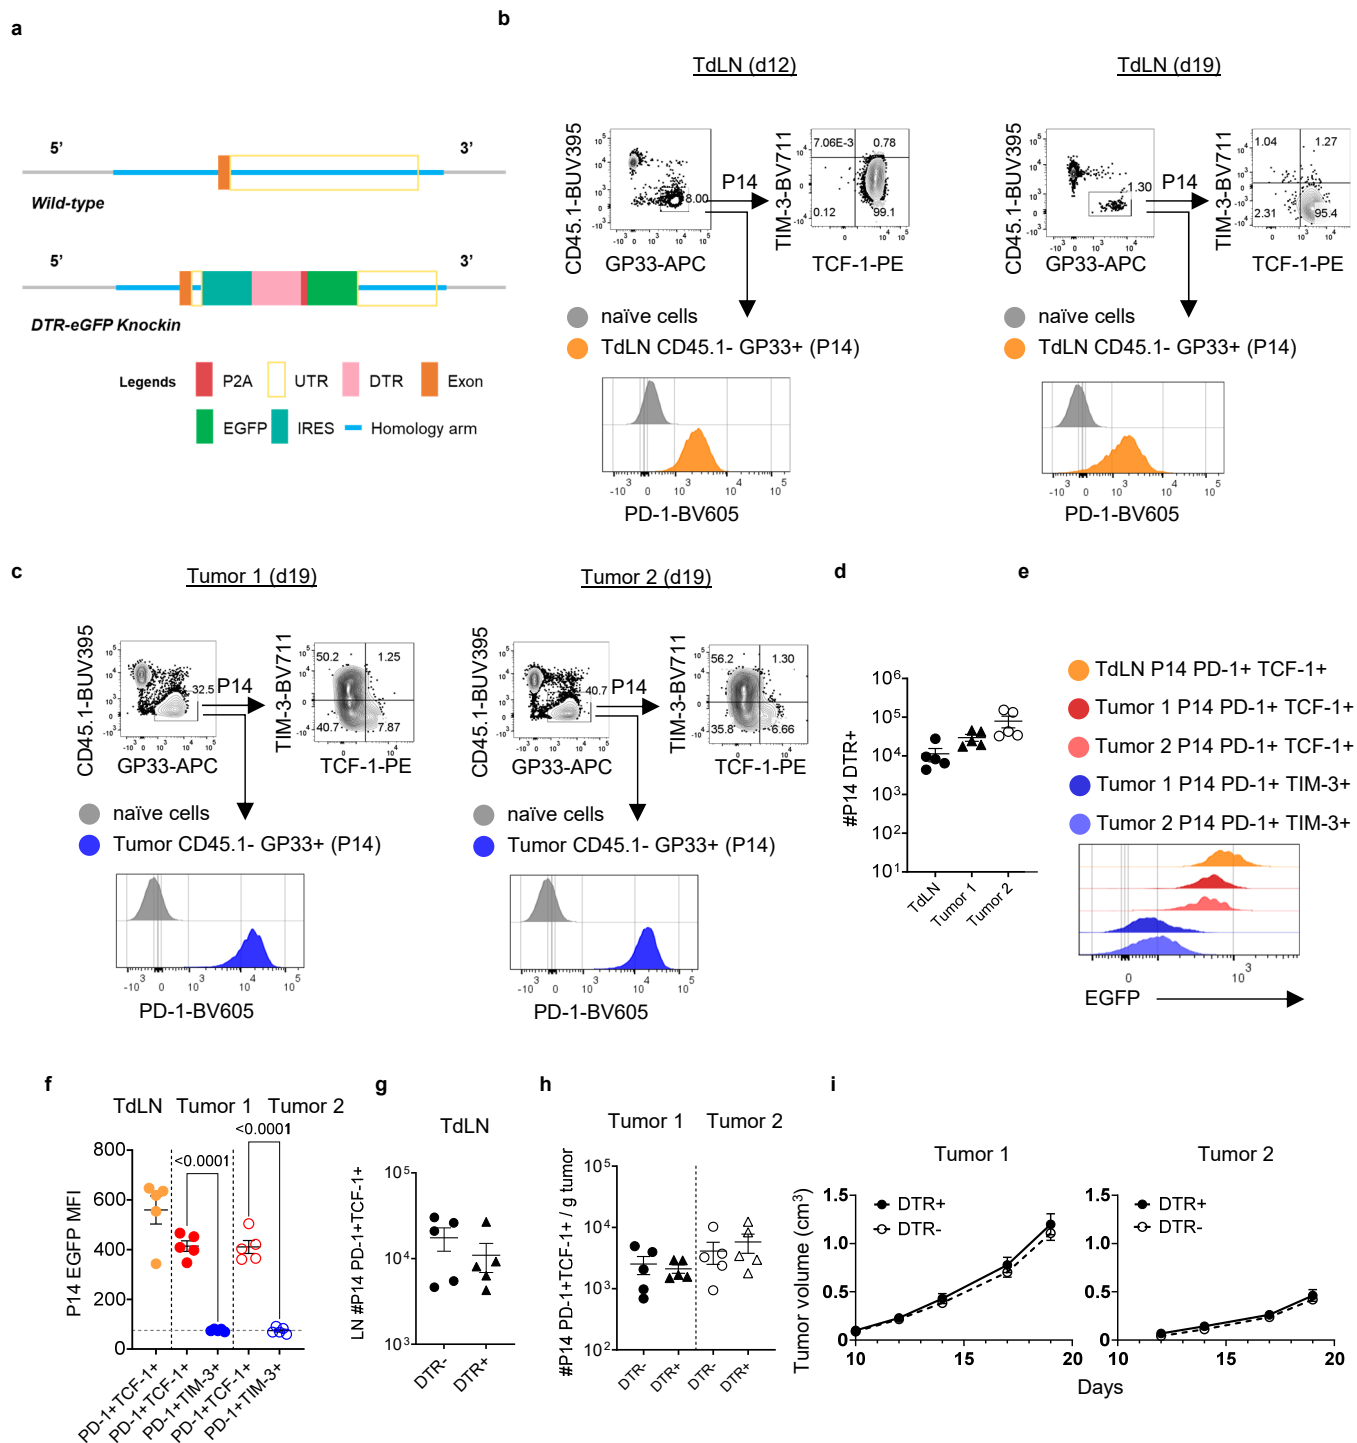

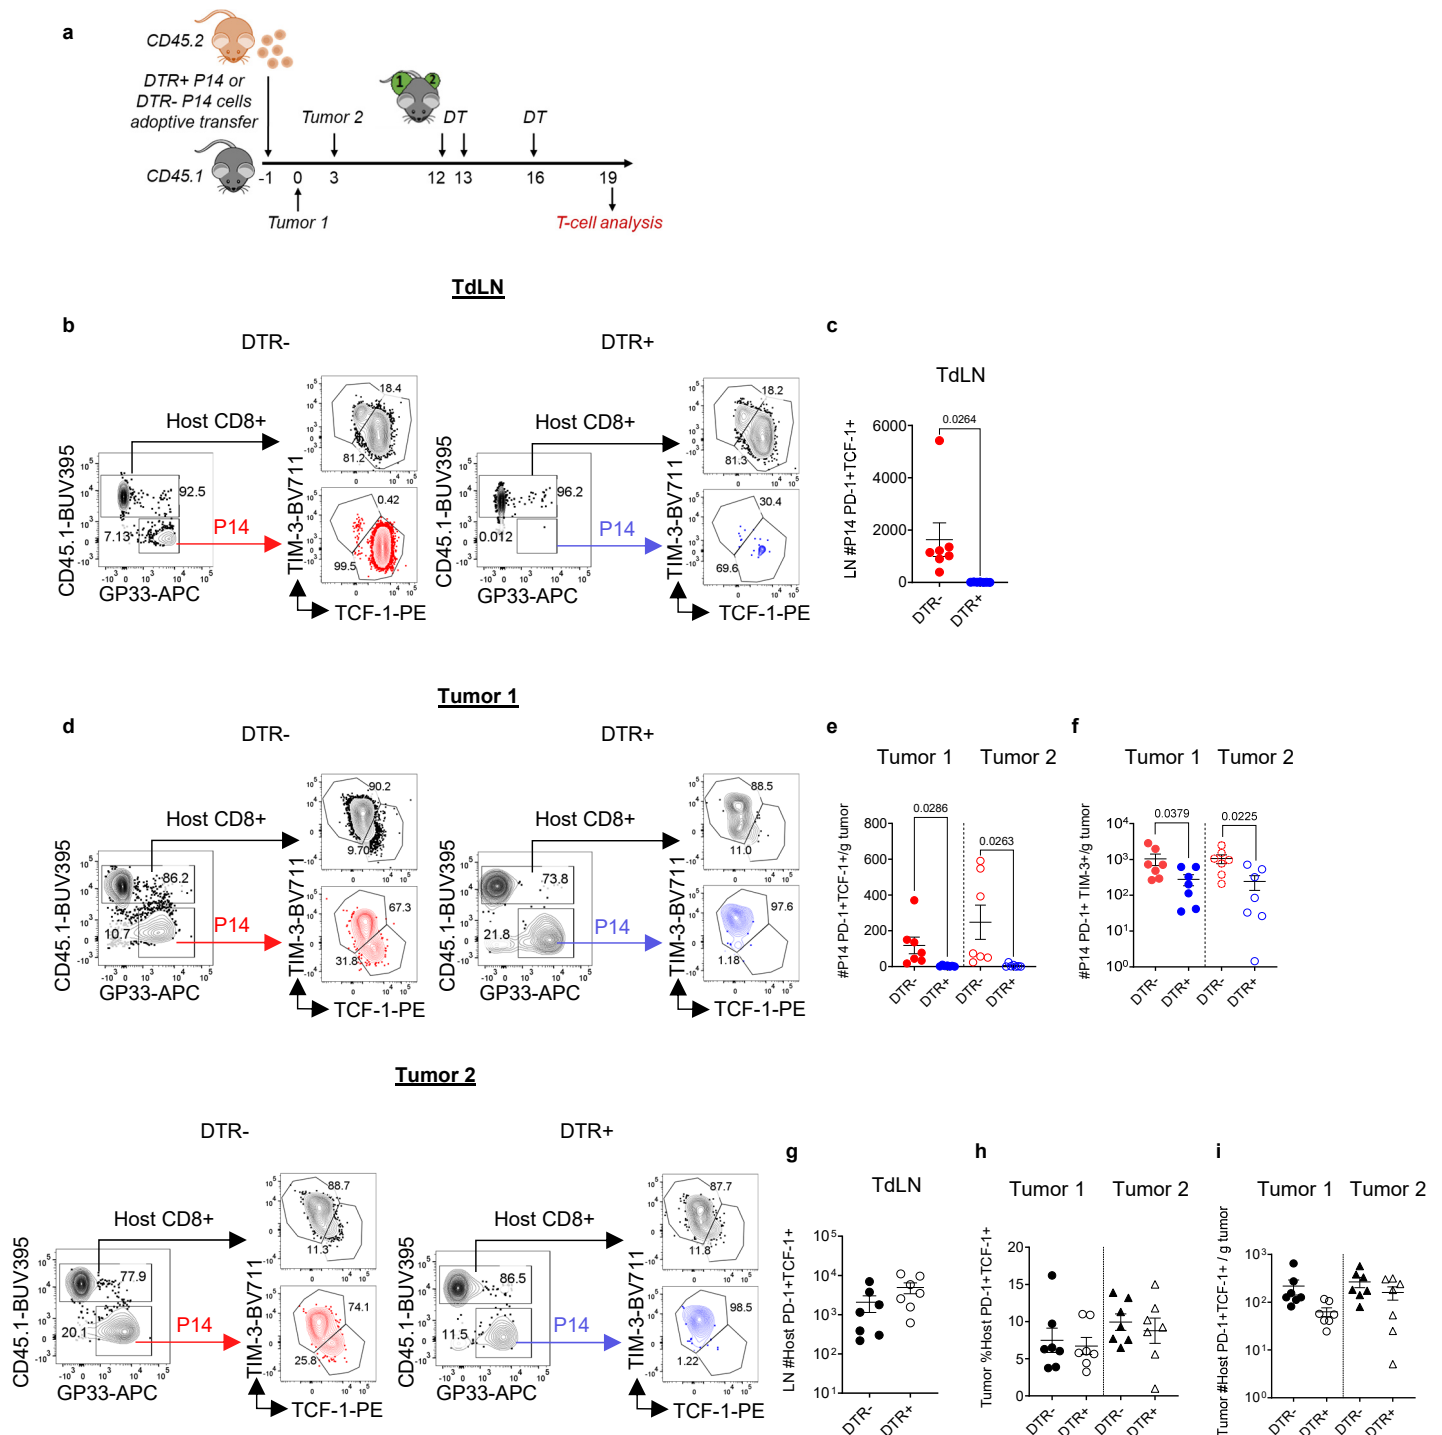

**Supplementary Figure 8. P14 Tcf7<sup>DTR-eGFP</sup> allows for the specific depletion of TCF-1+ T cells in the TdLN and tumor, related to Figure 7. (a)** Experimental schema with diphtheria toxin (DT) administration. **(b)** Representative flow plots with gating on the endogenous and transferred P14 T cells in the TdLN of tumor 1 for either DTR- (red) or DTR+ (blue) recipients. **(c)** Quantitation of DTR- or DTR+ P14 PD-1+ TCF-1+ T cells following DT administration in TdLN of tumor 1. Statistical significance calculated by two-tailed unpaired t test. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 separate experiments (n=7 total). **(d)** Representative flow plots with gating evaluating transferred and endogenous cells in the tumors. **(e)** Quantitation of P14 PD-1+ TCF-1+ and **(f)** PD-1+ TIM-3+ per gram tumor. Statistical significance calculated by two-tailed unpaired t test. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 separate experiments (n=7 total). **(g)** Quantitation of endogenous PD-1+ TCF-1+ T cells. Statistical significance calculated by two-tailed unpaired t test. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 separate experiments (n=7 total). **(h)** Quantitation of endogenous PD-1+ TCF-1+ and **(i)** PD-1+ TIM-3+ per gram tumor. Statistical significance calculated by two-tailed unpaired t test. Data are presented as mean values  $\pm$  SEM. Data reflect combined data from 2 separate experiments (n=7 total). Source data are provided as a Source Data file.

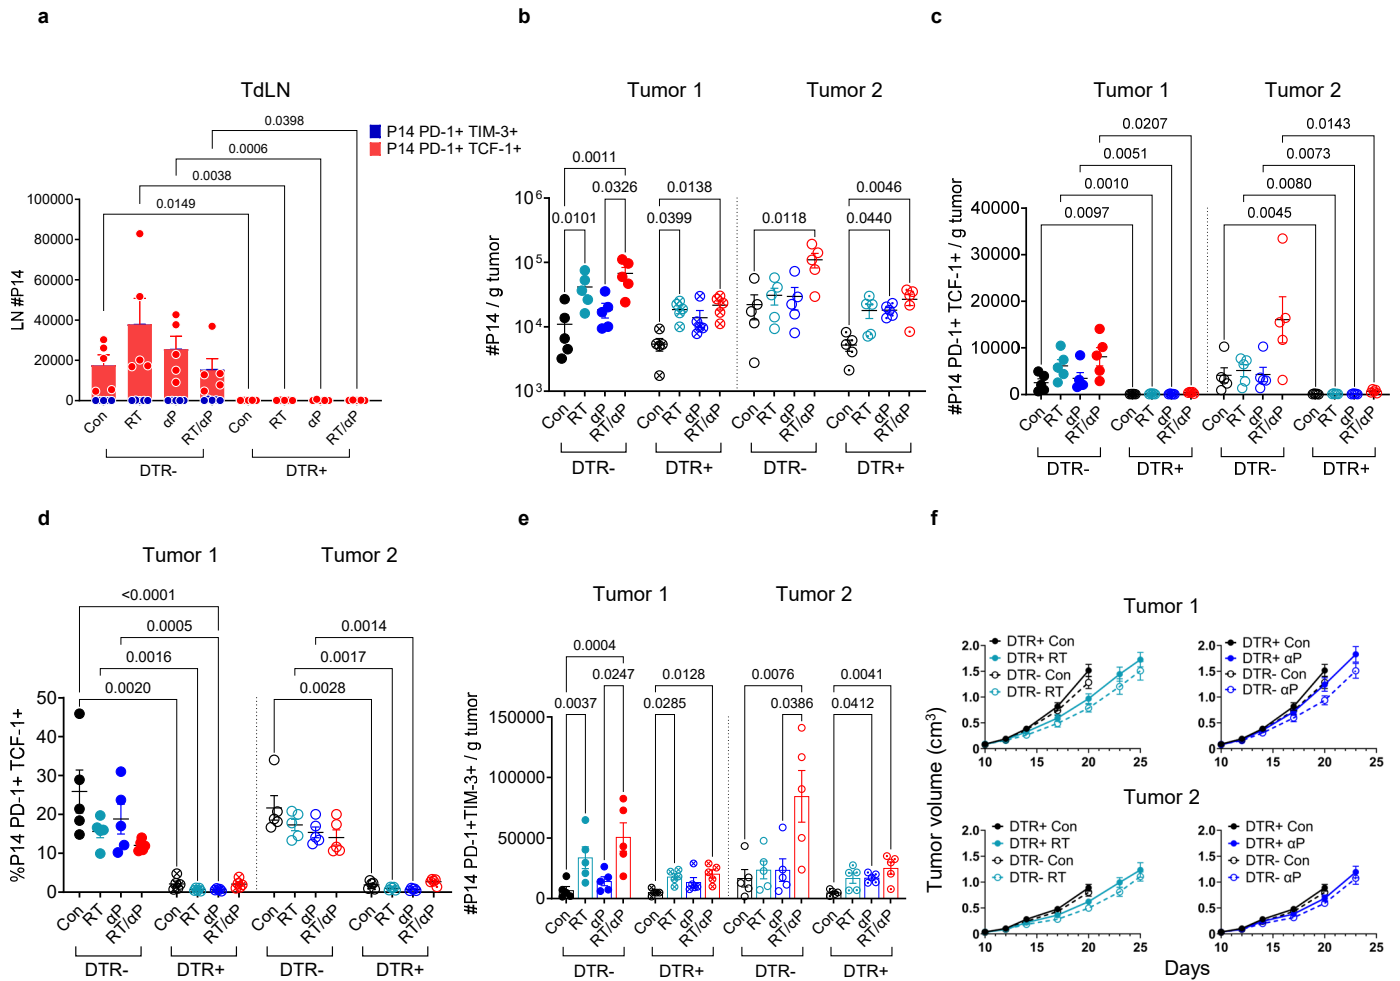

**Supplementary Figure 9. Diphtheria toxin administration depleted TCF-1+ T cells in the tumors and TdLN, related to Figure 7.** (a) Quantitation of PD-1+ TCF-1+ T cells and PD-1+ TIM-3+ in the TdLN of tumor 1 under different treatment conditions with DTR+ or DTR- P14 transfer. Data are presented as mean values  $\pm$  SEM. Data shown from a representative experiment  $n=5$  per group. (b) Quantitation of P14 cells per gram tumor. Data are presented as mean values  $\pm$  SEM. Data shown from a representative experiment  $n=5$  per group. (c) Quantitation of PD-1+ TCF-1+ T cell number per gram tumor. Data are presented as mean values  $\pm$  SEM. Data shown from a representative experiment  $n=5$  per group. (d) PD-1+ TCF-1+ T cell frequency under different treatment conditions in P14 DTR+ or DTR- recipients. Data are presented as mean values  $\pm$  SEM. Data shown from a representative experiment  $n=5$  per group. (e) Number of PD-1+ TIM-3+ T cells in the tumors under different treatment conditions in P14 DTR+ or DTR- recipients. Data are presented as mean values  $\pm$  SEM. Data shown from a representative experiment  $n=5$  per group. (f) Tumor growth kinetics under different treatment conditions in P14 DTR+ or DTR- recipients. Data are presented as mean values  $\pm$  SEM. Statistical significance calculated by two-tailed unpaired t test. Data shown from two separate experiments.  $n=10$  per group. Statistical significance calculated by Kruskal-Wallis test, unless otherwise noted. Source data are provided as a Source Data file.

# Supplementary material for: Combination radiation and αPD-L1 enhance tumor control by stimulating CD8+ PD-1+ TCF-1+ T cells in the tumor-draining lymph node
**Source:** Nat Commun. 2025 Apr 14;16:3522. doi: 10.1038/s41467-025-58510-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

Supplementary Data 1: Key Resources Table

# Supplementary material for: Combination radiation and αPD-L1 enhance tumor control by stimulating CD8+ PD-1+ TCF-1+ T cells in the tumor-draining lymph node
**Source:** Nat Commun. 2025 Apr 14;16:3522. doi: 10.1038/s41467-025-58510-1
**Supplement:** Supplementary file 3 — Supplementary Data 1

**Key Resources Table**

# Supplementary material for: Combination radiation and αPD-L1 enhance tumor control by stimulating CD8+ PD-1+ TCF-1+ T cells in the tumor-draining lymph node
**Source:** Nat Commun. 2025 Apr 14;16:3522. doi: 10.1038/s41467-025-58510-1

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study. For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry was performed using BD FACSymphony A3 or Cytex Aurora, single-cell RNA-seq was performed by 10x Genomics Chromium Controller. |
| Data analysis   | FlowJo, GraphPad Prism, R                                                                                                                    |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All scRNA-seq data will be uploaded to publicly available database before publication.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size for each experiment is described in the manuscript

Data exclusions

No data were excluded.

Replication

All experiments were repeated at least twice or as detailed in figure legend. Sample sizes are provided in each figure legend.

Randomization

Mice were randomized into different groups before treatments.

Blinding

N/A

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Research sample

Sampling strategy

Data collection

Timing

Data exclusions

Non-participation

Randomization

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                      |
|--------------------------|----------------------|
| Study description        | <input type="text"/> |
| Research sample          | <input type="text"/> |
| Sampling strategy        | <input type="text"/> |
| Data collection          | <input type="text"/> |
| Timing and spatial scale | <input type="text"/> |
| Data exclusions          | <input type="text"/> |
| Reproducibility          | <input type="text"/> |
| Randomization            | <input type="text"/> |
| Blinding                 | <input type="text"/> |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                      |
|------------------------|----------------------|
| Field conditions       | <input type="text"/> |
| Location               | <input type="text"/> |
| Access & import/export | <input type="text"/> |
| Disturbance            | <input type="text"/> |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------|
| Antibodies used | <input type="text" value="See the antibody table"/>                                                |
| Validation      | <input type="text" value="The antibodies used in this study are widely used and well validated."/> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                              |
|----------------------------------------------------------------------|--------------------------------------------------------------|
| Cell line source(s)                                                  | B16F10GP, B16F10, YUMM1.7, and YUMMER1.7                     |
| Authentication                                                       | N/A                                                          |
| Mycoplasma contamination                                             | All cells were tested mycoplasma negative.                   |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study. |

## Palaeontology and Archaeology

|                                                                                                                                                 |  |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--|
| Specimen provenance                                                                                                                             |  |
| Specimen deposition                                                                                                                             |  |
| Dating methods                                                                                                                                  |  |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |  |
| Ethics oversight                                                                                                                                |  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Wild-type or genetically modified C57BL/6; B6 CD45.1                                                               |
| Wild animals            | N/A                                                                                                                |
| Reporting on sex        | Female                                                                                                             |
| Field-collected samples | N/A                                                                                                                |
| Ethics oversight        | All mice were used in accordance with the Emory University Institutional Animal Care and Use Committee guidelines. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |  |
|-----------------------------|--|
| Clinical trial registration |  |
| Study protocol              |  |
| Data collection             |  |
| Outcomes                    |  |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                      |
|-----------------------|----------------------|
| Seed stocks           | <input type="text"/> |
| Novel plant genotypes | <input type="text"/> |
| Authentication        | <input type="text"/> |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                      |
|--------------------------------------------------------------------|----------------------|
| Data access links<br><i>May remain private before publication.</i> | <input type="text"/> |
| Files in database submission                                       | <input type="text"/> |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <input type="text"/> |

### Methodology

|                         |                      |
|-------------------------|----------------------|
| Replicates              | <input type="text"/> |
| Sequencing depth        | <input type="text"/> |
| Antibodies              | <input type="text"/> |
| Peak calling parameters | <input type="text"/> |
| Data quality            | <input type="text"/> |
| Software                | <input type="text"/> |

Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                         |
|---------------------------|-------------------------------------------------------------------------|
| Sample preparation        | Sample preparation is detailed in the Method section                    |
| Instrument                | BD FACSymphony A3, Cytex Aurora, or during cell sorting on a FACSria II |
| Software                  | BD FACSDiva, SpectroFlo, and FlowJo                                     |
| Cell population abundance | Detailed in the manuscript                                              |
| Gating strategy           | Detailed in the manuscript                                              |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

Magnetic resonance imaging

Experimental design

|                                 |                                                                 |
|---------------------------------|-----------------------------------------------------------------|
| Design type                     |                                                                 |
| Design specifications           |                                                                 |
| Behavioral performance measures |                                                                 |
| Imaging type(s)                 |                                                                 |
| Field strength                  |                                                                 |
| Sequence & imaging parameters   |                                                                 |
| Area of acquisition             |                                                                 |
| Diffusion MRI                   | <input type="checkbox"/> Used <input type="checkbox"/> Not used |

Preprocessing

|                            |  |
|----------------------------|--|
| Preprocessing software     |  |
| Normalization              |  |
| Normalization template     |  |
| Noise and artifact removal |  |
| Volume censoring           |  |

Statistical modeling & inference

|                         |  |
|-------------------------|--|
| Model type and settings |  |
| Effect(s) tested        |  |

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

## Models & analysis

n/a | Involved in the study

- |                          |                          |                                              |
|--------------------------|--------------------------|----------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> | Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> | Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

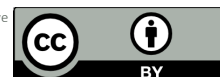

**Supplement:** Supplementary file 4 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

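TCR β rearrangements were measured in 15 samples, the TdLN, tumor 1 and tumor 2 of 5 untreated mice bearing B16F10GP tumors on both flanks. CD8+ PD-1+ CD44+ T cells were flow sorted, genomic DNA was extracted, and the immunoSEQ assay was run and its reads processed by the provider. The paper's text names no software version, gene reference or number of cells for this assay. The deposited counts are whole numbers of templates per distinct 87-base nucleotide rearrangement, and equal the estimated number of genomes in the same files. They were used without normalization. The deposited fraction of each rearrangement is its count over the total count of its sample, non-productive rearrangements included, although its column is headed as a percentage. It was not used further, and all shares were computed anew from the counts. The files also give V and J genes, the positions of the V, D and J segments, the numbers of N insertions and whether a rearrangement is in frame, out of frame or has a stop codon. Rearrangements in frame without a stop codon were called productive, as the files list them. Across the samples 29992 rearrangements were listed, of which 16 had no V gene assigned and were left out of V gene shares.

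Template totals, which set the precision of each sample, are given at the introduction of the experiment. A percentage for a single sample carries a 95% Wilson interval. A share of 0 allows up to 3 templates of the sample's total. Intervals and limits cover counting error only, since templates are estimates from a PCR assay. Tumor 2 of mouse 4, with 238 productive templates, is the shallowest sample.

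Samples with the same number were treated as samples of one mouse, since the paper describes paired TdLN and tumor samples with a mouse per row of Fig. 4c. The pairing of tumor 1 with the TdLN was checked on the repertoires themselves. There, tumor 1 shared 11.5% to 49.2% of its unique TCRs with the TdLN of the same number and at most 4.75% with any other TdLN. For tumor 2, mice 1, 2 and 4 had 20.0% to 26.0% with their own TdLN and at most 18.1% with another. The same check left tumor 2 of mice 3 and 5 unclear, at 1.55% against at most 1.03% and 5.42% against at most 5.24%. The overlap of 2 samples was the percentage of unique TCRs, or of templates, of one that were found in the other, and its mean over mice was tested with a one-sided exact permutation of the mouse numbers (120 pairings). Differences between tissues were tested with two-sided exact permutation tests of the difference of means, which do not use the pairing by mouse, and within-mouse ratios with exact sign-flip tests. V gene shares were tested in the same way per V gene with Benjamini-Hochberg adjustment over the 20 V genes with a mean share of at least 1%. In 100 data sets simulated on these 20 V genes for tumor 1 against TdLN, this test called 16.2% of V genes whose usage was doubled, 92.8% of those raised 4-fold, a setting added after the first result was seen, and none in data sets without a change. Each data set with a change raised 5 V genes at once. Both tissues had the same spread beyond counting error, and there was no effect of the mouse. In the data, the SD of Trbv5 was 1.89 in tumor 1 and 0.158 in the TdLN. The rates here and for limma below therefore do not hold for fewer changed V genes or for such unequal spreads. Pairing p-values under 0.05 came up in 3% of 200 matrices of random numbers in place of overlaps, and set overlaps were recovered to within 0.137 percentage points. limma on log2 shares, an alternative, called 41.2% of doubled V genes without and 27.8% with the mouse as a block, and in the same data sets also 8.27% and 5.87% of the V genes that were not raised. With 4-fold changes it called 96.0% and 95.4% of the raised V genes, and 64.6% and 61.9% of the others. Since shares sum to 100%, the others fall when some rise. limma was not run on data sets without a change.

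The TCRs named in the text are, for each mouse, the productive TCR with most templates in tumor 1. The V genes named are those with an adjusted p under 0.05 or, there being none, the 3 with the largest difference. The CDR3s named across mice are the 3 found in the tumors of most mice, then by templates. The V and J names of the files (35 and 14) were all matched to gene symbols of the GENCODE M21 annotation, and the V and J parts of the named rearrangements were matched exactly to the TCR β locus of GRCm38. The files name no genome build.

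Alternatives changed one choice at a time and were set before the data were examined, except the removal of small rearrangements that share their last 40 bases with a far larger one. They were distinct CDR3 amino acid sequences with and without V and J gene, non-productive rearrangements, a minimum of 2 templates, downsampling (means of 100 draws), removal of rearrangements found in another mouse, the set of mice by sample name style, each mouse left out, tests with the mouse as a block, Shannon clonality, the template share of the 10 largest TCRs, medians in place of means, shares of templates, other V gene filters, and limma with pseudocounts of 0.1 and 1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used. The single-cell data of the paper were not analysed here.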

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

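The tests on the overlap of tumor 2 with the TdLN, on carry-over and on sharing between mice below were chosen only after the results were seen, as were those on the clonality of tumor 2, except the downsampling of tumor 2 of mice 1 and 2. Both tests for swapped labels were also redefined after a first form had been seen, and the verdict on a constant proportion of tumor 1 of mouse 4 was changed from rejected to open after its value was seen.

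Tumor 2 shared 15.1% ± 10.9 (SD, n = 5) of its unique TCRs with the TdLN and 27.8% ± 27.9 (SD, n = 5) with tumor 1 of the same mouse, each above the pairings with other mice (one-sided exact permutation p = 0.00833 for each). The paper does not say which tumor Fig. 4c shows. Its text gives up to 50%, and the highest overlap was 49.2% in tumor 1 and 26.0% in tumor 2, so tumor 2 appears to be data on which the paper does not report. The sharing between tumors was uneven, at 28.1%, 35.6%, 3.09%, 70.0% and 1.99% in mice 1 to 5, the value of mouse 4 resting on 50 TCRs. Tumor 2 of mice 3 and 5 shared little with either tissue of its own mouse. Too few templates is not the explanation, because tumor 2 of mice 1 and 2 downsampled to the 2068 productive templates of mouse 5 still shared 24.3% and 29.2% with the TdLN. A swap of labels within the 15 samples is argued against by the highest overlap of tumor 2 of mouse 3 or 5 with another TdLN, which was 5.24%, under the 20.0% that is the lowest own overlap of the other mice. In its first form this test compared own with other mice, and there tumor 2 of mouse 5 was not separated, with 5.42% of its unique TCRs in its own TdLN and 5.24% in that of mouse 4, and with 9.57% and 11.5% of its templates. A mix-up with a sample outside these 15 stays open, as does a separate T cell response to the later tumor, which was not tested.

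Carry-over between the tumor 1 and tumor 2 samples of a mouse in constant proportion stays open in mice 1, 2, 3 and 5. For clones with at least 50 templates in tumor 1, the Pearson chi-square per degree of freedom for a constant ratio was 1.57, 9.13, 15.3, 9.60 and 3.03 in mice 1 to 5. Set against the same clones in a tumor of another mouse at equal templates, it was 1.04 against 2.60 in mouse 1 and 2.80 against 5.03 in mouse 2 (one-sided swap permutation p = 0.923 and 0.909). In mouse 4 it was 9.60 against 1.99 (permutation p = 0.00448, Holm-adjusted over 6 tests 0.0269), which argues against such carry-over as the whole source there. No such reference was at hand for mice 3 and 5. The value of mouse 3, 15.3, lay above every reference value, of which the highest was 5.03. Of its 9 clones, 3 were found in tumor 2. The largest TCR had 2476 templates in tumor 1 and 118 in tumor 2, whereas a non-productive rearrangement had 1807 and 5. The ratio was thus uneven in mouse 3, but without a reference at equal templates these values do not decide against such carry-over there. The value of mouse 5, 3.03, leaves it open. T cells spread evenly over both tumors would give a constant ratio too.

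A second pattern in data the paper does not discuss is sharing between mice. Among TdLNs of different mice, at most 0.332% of non-productive rearrangements were shared. Yet 40.6% of the non-productive rearrangements of tumor 2 of mouse 1 were found in tumor 2 of mouse 2. Of those of tumor 2 of mouse 3, 21.2% were found in tumor 2 of mouse 1 and 16.2% in tumor 2 of mouse 2. The last of these pairs was not tested further. Of those of tumor 1 of mouse 5, 9.23% were found in tumor 1 of mouse 4. As shares of productive templates, the same pairings gave 91.3%, 92.0%, 86.9% and 6.16%, in that order. Tumor 2 of mouse 1 held 131 rearrangements (14.6% of its templates) that occurred in the TdLN or tumor 1 of mouse 2 and in no other sample of its own mouse. Tumor 2 of mouse 2 held 65 such rearrangements of mouse 1 (9.24% of its templates), tumor 2 of mouse 1 held 107 of tumor 2 of mouse 3 (20.2%), and tumor 1 of mouse 5 held 60 of tumor 1 of mouse 4 (5.80%).

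Independent formation of the same public TCRs is argued against by the N insertions. Rearrangements shared between TdLNs of different mice had a mean of 1.51 insertions (101 rearrangements), whereas the foreign ones had 4.73, 4.15, 3.86 and 4.15 in the order of the 4 cases above, against 4.74, 5.28, 4.93 and 4.49 in the rest of the same tumor (permutation p = 1.00, 0.0930, 0.0273 and 0.589). Selection of the same receptors by antigen in both mice is argued against by the non-productive rearrangements, which encode no receptor. They were shared with the tumor of the other mouse nearly as often as productive ones, at 20.1%, 8.28%, 16.5% and 9.23%, against 21.8%, 11.3%, 19.6% and 10.7%. A swap of sample labels is argued against for tumor 2 of mice 1 and 2, which shared 64.0% and 62.6% of their templates with the TdLN of their own mouse and 19.9% and 15.5% with that of the other. By unique TCRs, the first form of this test, mouse 1 was less clear, with 22.7% against 18.1%. Cells or DNA of one mouse in the sample of another is a hypothesis that the tests left standing. The foreign rearrangements were large in the other mouse's tumor, with means of 55.8, 78.1, 39.2 and 107 templates against 2.31, 5.16, 1.78 and 2.43 for its remaining rearrangements. Where this could have happened, before or after DNA extraction, was not tested. For tumor 1 of mouse 5, a constant proportion of tumor 1 of mouse 4 cannot be told apart from a variable one, because the Pearson chi-square of the clones with at least 50 templates was 2.08 per degree of freedom and the technical spread of template estimates is not known. For clones of tumor 1 of mouse 1 in tumor 2 of mouse 2, and of tumor 1 of mouse 2 in tumor 2 of mouse 1, it was 2.60 and 5.03. Tumor 2 of mouse 4 also shared rearrangements with tumor 1 of mouse 5, of which 96.9% were in tumor 1 of mouse 4 as well, so this sharing may run through tumor 1 of mouse 4.

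The Simpson clonality of tumor 2 was 0.366 in mouse 1, far from the other mice, which lay between 0.275 and 0.295. By chance about 1 in 20 groups would hold such a value, and 16 groups were examined. Without its largest TCR the value of mouse 1 was 0.220, within the range of 0.137 to 0.270 of the other mice without theirs, so a single expanded TCR may account for it. That TCR is the one with the CDR3 GSYEQYF. Rearrangements of mouse 2 do not account for it, since the value was 0.405 without them. Template numbers do not either, since mouse 1 had 0.371 with every tumor 2 downsampled to 238 templates, against at most 0.295 in the others. No biological explanation was tested.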

How the results depend on the processing

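The removal of small rearrangements that share their last 40 bases with a far larger one was chosen after seeing the data; the other alternatives were set beforehand. In all, 131 of the latter were run over 11 results. Of these, 125 kept the direction and the side of the threshold or moved by less than 1 SD over mice, 3 gave a stronger result and 3 moved by more. None reversed.

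The overlaps of tumor 1 and of tumor 2 with the TdLN, of the TdLN with the tumors and of tumor 2 with tumor 1 kept the smallest p their exact permutation test allows under every alternative with a test. With each mouse left out in turn, the overlap of tumor 1 with the TdLN ranged from 29.1% to 38.5%, that of tumor 2 from 12.4% to 18.5%, the template overlap of tumor 1 from 66.9% to 82.4% and of tumor 2 from 23.1% to 38.4%, and the share of TdLN templates in the tumors from 14.4% to 25.2%. The template overlap of tumor 1 fell from 72.5% to 44.3% when only mice 4 and 5 were used. Without the rearrangements that also occurred in another mouse it was 50.6%, and the share of TdLN templates found in the tumors was 10.6% in place of 20.5%. This removal also takes out large TCRs of a mouse that turned up in a sample of another. Neither value is therefore an overlap corrected for cells of other mice. The share of TdLN templates found in the tumors ranged from 2.85% in mice 4 and 5 to 32.2% in mice 1 to 3, and the batch cannot be separated from the mice. The overlap of tumor 2 with tumor 1 was 27.8%. With each mouse left out it ranged from 17.2%, without mouse 4 with its few tumor 2 templates, to 34.2%, without mouse 5, and was 36.0% with only mice 4 and 5.

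The difference in overlap between tumor 1 and tumor 2 depended on the definition. It was 18.0 percentage points (exact permutation p = 0.0714), rose to 21.8 with CDR3 amino acid sequences (p = 0.0476 from the same permutation test) and to 22.0 with both tumors of a mouse downsampled to the smaller total (p = 0.0317 from the same permutation test). Over all its alternatives with a permutation test, p ranged from 0.0317 to 0.257. With each mouse left out it ranged from 10.5 to 24.6. The cause of these changes was not tested.

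The log2 size ratio of shared to tumor-only TCRs was 3.10, and 1.65 with medians and 1.30 in tumor 2. With each mouse left out it ranged from 2.76 to 3.40. The clonality differences then ranged from 0.289 to 0.368 for tumor 1 and from 0.228 to 0.248 for tumor 2. The cause was not tested.

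For V gene usage, 4 V genes had an adjusted p under 0.05 with shares of templates (Trbv4, Trbv15, Trbv26 and Trbv29, each lower in tumor 1), and 4 without the small rearrangements that share their last 40 bases with a far larger one (Trbv5, Trbv13-1 and Trbv19 higher, Trbv13-2 lower), against 0 with all unique productive TCRs. These V genes were named after their values were seen. The other 11 alternatives set beforehand also gave 0, each replicate left out among them, although 4 samples against 4 have only 70 splits. In the exact permutation tests a V gene passes the adjustment only if several reach a low p together. A count of 0 there leaves changes in few V genes open. Because an expanded clone counts once per template, shares of templates weigh few clones heavily. All 100 of 100 splits of the 10 samples gave as many V genes with an adjusted p under 0.05 as the true split, since that number is 0. By unadjusted p, the true split gave 7 V genes, and 1 of 100 splits, the true one, gave as many.

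Same-numbered samples were treated as samples of one mouse. With the mouse as a block, the difference between tumor 1 and tumor 2 was again 18.0 percentage points (exact sign-flip p = 0.125), the clonality differences were again 0.338 and 0.238, and limma called 0 V genes with and without the block. For both clonality differences, p was under 0.05 in the exact permutation test and above 0.05 in the exact sign-flip test with the block. A sign-flip test over 5 mice cannot fall under 0.05, so the sign-flip tests say nothing about stability.

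Depth limits the small TCRs most. About 48.4% of the unique TCRs of tumor 1 rest on 1 template.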

Other observations

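The tests on small variants of large clones and on the origin of the overlap were chosen only after the results were seen. The test on tumor singletons was fixed before its value was seen. The verdict on carry-over was changed more than once after values were seen, and the rule for the present one was set after the values without downsampling had been seen for the TdLN.

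Overlap of tumor 1 with the TdLN was far above that between mice. Chance sharing of common rearrangements is argued against by non-productive rearrangements, of which 26.4% ± 13.6 (SD, n = 5) were found in the TdLN of the same mouse and 0.320% on average in that of another. Carry-over of tumor 1 into the TdLN sample in constant proportion was tested on the clones with at least 50 tumor 1 templates. The Pearson chi-square per degree of freedom for a constant ratio of TdLN to tumor 1 templates was 117, 20.3, 133, 4.87 and 9.74 in mice 1 to 5. The technical spread of template estimates is not known, so the same clones in a tumor of another mouse served as the reference, with both samples downsampled to equal templates. In mouse 1 the value was 80.5 against 2.60 (one-sided swap permutation over 9 clones, p = 0.0117, Holm-adjusted over 6 tests 0.0469), and in mouse 4 it was 4.87 against 1.22 (18 clones, permutation p = 0.00456, adjusted 0.0269), which argues against such carry-over as the whole source of the overlap in these mice. In mouse 2 it was 20.2 against 5.03 (14 clones, permutation p = 0.0323, adjusted 0.0969), which leaves it open. No sample of another mouse served as a reference for mice 3 and 5. Their values, 133 and 9.74, lay above every reference value, of which the highest was 5.03. In mouse 3, 7 of 9 clones were found in the TdLN, and in mouse 5, 15 of 17. In tumor 1 of mouse 5 the largest TCR had 679 templates and 0 in the TdLN, whereas a non-productive rearrangement had 533 and 32. The ratio was thus uneven in mice 3 and 5. Without a reference at equal templates, however, these values do not decide against such carry-over, which stays open there. Carry-over of part of the templates, or in both directions, was not tested. Common descent of the T cells in both tissues remains a hypothesis. It does not by itself show what antigen these cells recognize, which these data do not measure.

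The overlap was lower in mice 4 and 5 than in mice 1 to 3. Lower depth of the TdLN is argued against, since the TdLNs of mice 4 and 5 had at least 8728 productive templates and those of mice 1 to 3 at most 3940. More singletons in the tumor are argued against too. Among tumor 1 TCRs with at least 2 templates, mice 4 and 5 reached at most 35.5% and mice 1 to 3 at least 54.9%. The TdLN repertoires also separated, with a Simpson clonality of at most 0.0173 in mice 4 and 5 and at least 0.0558 in mice 1 to 3. A batch, read from the style of the sample names, and a difference between the mice cannot be told apart, because every sample of mice 4 and 5 is in the same style.

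Small variants of large clones were common in the tumors. A rearrangement was counted as one when it shared its last 40 bases with a rearrangement of the same sample that had at least 50 times as many templates. There were 143 in the 5 samples of tumor 1, and 3 on average when the same match was made with tumor 1 of another mouse, so independent formation of the same junction is argued against there. In tumor 2 the numbers were 122 and 20.5, and the cause of the second was not tested. Copying or reading errors in large clones are a candidate explanation. In tumor 1 of mouse 3, 12 of the 15 belonged to the clone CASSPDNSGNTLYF. They made up 7.12% to 11.8% of the unique productive TCRs of tumor 1 and at most 1.04% of its templates.

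Of 18625 productive TCRs summed over the samples, 177 were listed with a CDR3 that does not begin with cysteine. In mouse 1 they held 48.5% of the productive templates of tumor 1, 11.2% of those of the TdLN and 33.9% of those of tumor 2, nearly all from the clone GSYEQYF. In tumor 2 of mouse 2 they held 9.33%, and in every other sample at most 1.68%. The clone GSYEQYF had 306 templates in samples of the other mice. Without them, the template overlap of tumor 1 of mouse 1 with its TdLN was 90.8% in place of 94.9%, and its Simpson clonality 0.386 in place of 0.520.

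Some non-productive rearrangements were as large as the largest TCRs. In mouse 2 a Trbv22 rearrangement had 1081 templates in tumor 1, 96 in the TdLN and 453 in tumor 2, beside 1158, 113 and 498 for the largest TCR. In mouse 4 the largest rearrangement of tumor 1 was non-productive (Trbv5), with 1340 templates in tumor 1, 13 in tumor 2 and 0 in the TdLN.

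Across the tumors, 1616 CDR3 amino acid sequences were found in a single mouse, 181 in 2 mice, 50 in 3 mice, 9 in 4 mice and 0 in all 5. The 3 found in most mice were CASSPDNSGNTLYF (2711 templates in the tumors, 14 nucleotide sequences), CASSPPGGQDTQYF (154 templates, 3 nucleotide sequences) and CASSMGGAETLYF (46 templates, 2 nucleotide sequences), each in 4 mice. Rearrangements shared between the tumors of different mice and small variants of large clones were not removed from these counts.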
